# Gene expression profiling of trout regenerating muscle reveals common transcriptional signatures with hyperplastic growth zones of the post-embryonic myotome

**DOI:** 10.1186/s12864-016-3160-x

**Published:** 2016-10-18

**Authors:** Jerôme Montfort, Aurelie Le Cam, Jean-Charles Gabillard, Pierre-Yves Rescan

**Keywords:** Myogenesis, Muscle growth, Muscle hyperplasia, Muscle regeneration, Gene expression, Transcriptome, Teleost

## Abstract

**Background:**

Muscle fibre hyperplasia stops in most fish when they reach approximately 50 % of their maximum body length. However, new small-diameter muscle fibres can be produced *de novo* in aged fish after muscle injury. Given that virtually nothing is known regarding the transcriptional mechanisms that regulate regenerative myogenesis in adult fish, we explored the temporal changes in gene expression during trout muscle regeneration following mechanical crushing. Then, we compared the gene transcription profiles of regenerating muscle with the previously reported gene expression signature associated with muscle fibre hyperplasia.

**Results:**

Using an Agilent-based microarray platform we conducted a time-course analysis of transcript expression in 29 month-old trout muscle before injury (time 0) and at the site of injury 1, 8, 16 and 30 days after lesions were made. We identified more than 7000 unique differentially expressed transcripts that segregated into four major clusters with distinct temporal profiles and functional categories. Functional categories related to response to wounding, response to oxidative stress, inflammatory processes and angiogenesis were inferred from the early up-regulated genes, while functions related to cell proliferation, extracellular matrix remodelling, muscle development and myofibrillogenesis were inferred from genes up-regulated 30 days post-lesion, when new small myofibres were visible at the site of injury. Remarkably, a large set of genes previously reported to be up-regulated in hyperplastic muscle growth areas was also found to be overexpressed at 30 days post-lesion, indicating that many features of the transcriptional program underlying muscle hyperplasia are reactivated when new myofibres are transiently produced during fish muscle regeneration.

**Conclusion:**

The results of the present study demonstrate a coordinated expression of functionally related genes during muscle regeneration in fish. Furthermore, this study generated a useful list of novel genes associated with muscle regeneration that will allow further investigations on the genes, pathways or biological processes involved in muscle growth and regeneration in vertebrates.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-3160-x) contains supplementary material, which is available to authorized users.

## Background

In contrast to postnatal muscle growth in mammals, which occurs exclusively through hypertrophy (size increase) of the muscle fibres formed during development, post-hatching muscle growth in many fish species combines both hypertrophy and hyperplasia (the genesis of new myofibres) [1, 2]. Muscle fibre hyperplasia in fish occurs in two successive phases. In the first phase, which generally occurs during the larval period, new fibres are formed in a discrete, continuous layer at the surface of the primary myotome. This first phase is called stratified hyperplasia. In the second phase of hyperplasia, new fibres are formed throughout the entire myotome, producing the typical mosaic appearance observed in a muscle cross section [2, 3]. Mosaic hyperplasia which is powered by resident quiescent satellite cells scattered throughout the myotome on the surface of the myofibres, eventually stops when approximately 50 % of the maximum body length is reached [3–5]. However, using a *myog:GFP* transgenic line, we recently showed that small-diameter fluorescent myofibres can be produced *de novo* in wounded post-hyperplastic muscles of aged trout [5]. This neomyogenesis, which evokes muscle regeneration following injury in adult mammals [6, 7], indicates that the myotome of aged trout still contains myogenic cells that can be reactivated *de novo* when the microenvironment is permissive, such as after damages. The regeneration of muscle in adult fish has been rarely described [5, 8], and very little is known regarding the transcriptional networks that are activated during fish regenerative myogenesis in fish. Moreover, the relationships between molecular programs that control regenerative myogenesis and muscle hyperplasia have yet to be defined. In this study, we used Agilent-based microarray platform to conduct a time-course analysis of transcript expression in the regenerating muscle of aged trout. We also compared the gene transcription profiles of regenerating muscle with the molecular signatures associated with muscle hyperplasia which we previously defined using laser capture microdissection combined with the same Agilent-based microarray platform [9].

## Results

To analyse changes in gene expression profiles during muscle regeneration, we carried out, in 29 month-old trout, a time-course analysis of the transcript expression in muscle pieces excised one centimeter beneath the dorsal fin, before injury (time 0) and at the site of injury 1, 8, 16 and 30 days after lesions were made. In our experiments, we wounded the myotomal muscle in aged trout, as aged trout no longer spontaneously produce the new small myofibres that are produced by juveniles, as shown in the *myog*:GFP transgenic line [5]. 

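RNA from the muscle of each trout was labelled with Cy3, a fluorescent dye, and hybridised to 1 array of a rainbow trout oligonucleotide slide. The 24 arrays lay on 3 slides and came from 4 trout at time 0, before the lesion, and from 5 trout at each of days 1, 8, 16 and 30 after it. The paper gives the age of the trout as 29 months, and the sample labels give 24 months. Each array held 62976 spots, of which 61657 were not controls and carried 60195 probes. The authors deposited the intensity of each spot, with the background subtracted by the scanner's software and without scaling between arrays, together with a table of log2 values scaled by array. From the intensities, the log2 value of a probe was taken here as the mean over its spots, without the spots that the software had marked as outliers, minus the median of all probes on the array. A probe was tested where it was well above background on at least 4 arrays of at least 1 time point, which held for 51400 probes. Of these, 31681 were well above background on all arrays. Time points were compared with limma's moderated tests in 1 fit over all arrays, so that they shared an estimate of the spread. The number of arrays limits the precision of every value.

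The median intensity of an array was 32.3 at time 0 (range 22.5 to 42.0), 51.1 at day 1 (38.3 to 59.4), 91.6 at day 8 (77.3 to 165), 153 at day 16 (99.0 to 169) and 90.6 at day 30 (70.3 to 98.8). The brightest 1% of probes held 72.5% ± 1.79 (SD, n = 4) of the summed intensity at time 0 and 54.3% ± 1.77 (SD, n = 5) at day 16. From time 0 to day 16 the array median rose by 2.18 on the log2 scale, so that scaling to the median lowered a probe of constant intensity by that amount. The log2 of the summed intensity was 27.38 ± 0.09 (SD, n = 4) at time 0 and 27.61 ± 0.19 (SD, n = 5) at day 16. A median of 66.3% of the probes was well above background at time 0 and 91.8% at day 16.

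**Figure D1:**
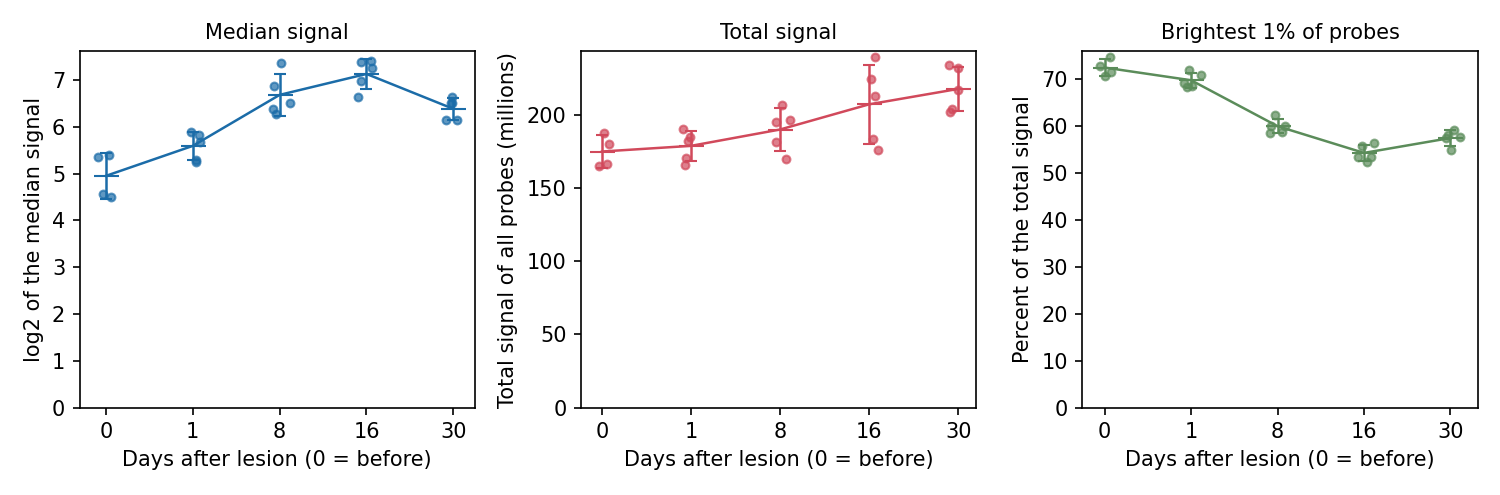
Log2 of the median intensity, summed intensity of all probes, and percent of the summed intensity on the brightest 1% of probes, for each array by day after the lesion (day 0 is before it). Points are arrays, the line joins the means and bars are 1 SD; the log2 median rises from a mean of 4.95 at time 0 to 7.13 at day 16, while the brightest 1% of probes lose share.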

At each time point, four (time 0) or five (1, 8, 16, and 30 days post lesion) distinct individuals were sampled for histological analysis and gene expression profiling. At day 1 after injury, transverse sections at the sites of lesion showed severe loss of muscle tissue. Extensive muscle damage with necrotic myofibres and inflammatory cells were visible from day 8 to day 16. At day 30 post injury, the damaged muscle regenerated new small myofibres (Fig. 1).

**Fig. 1:**
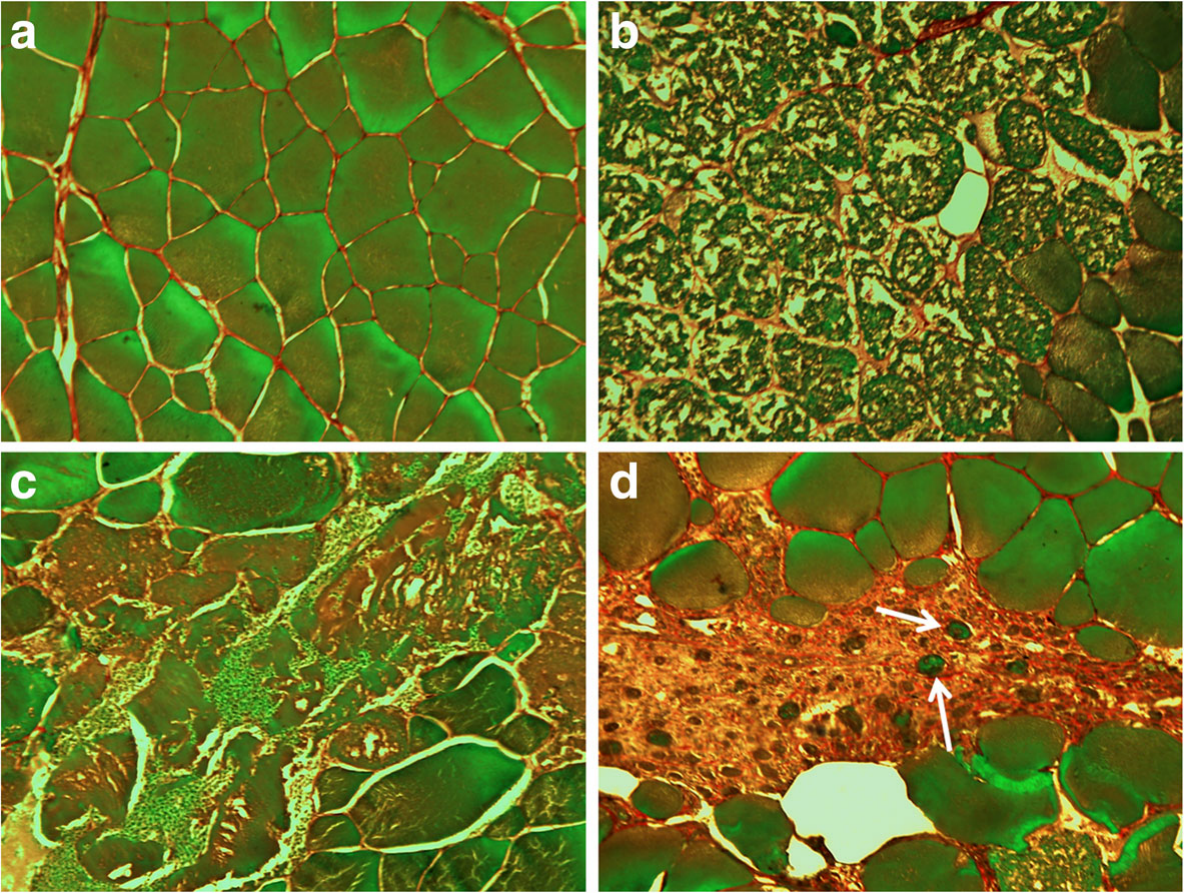
Haematoxylin and eosin histological stains of control (**a**) degenerated (**b** and **c**) and regenerating (**d**) trout muscle. Muscles were sampled at time 0 (**a**), day 1(**b**), day 16 (**c**) and day 30 (**d**) after muscle crushing. Inflammation with infiltration of inflammatory cells was seen at day 16. Small regenerating muscle fibres were seen at day 30 (arrows)

### Temporal transcriptome during fish muscle regeneration: Overview

An ANOVA test (BH corrected pval < 0.05) and a fold change threshold of 4 were used to define genes with expression levels that were significantly different at the different stages of sampling (e.g., T0 vs T1, T8, T16, T30; T1 vs T8, T16, T30; T8 vs T16, T30; T16 vs T30) This led to the identification of approximately 7000 unique differentially expressed genes that were then hierarchically clustered. 

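Among the tested probes, 12274 had a Benjamini-Hochberg adjusted p below 0.05 in limma's moderated F test over the 5 time points and differed by more than 2 on the log2 scale (4-fold) between at least 1 pair of time points. These are probes, and a gene can have more than 1. The F test alone was passed by 31352 probes. Against time 0, 1383 probes passed the same thresholds in limma's test of the contrast at day 1, with 1297 higher and 86 lower. At day 8 the count was 6371, with 2928 higher and 3443 lower, and at day 16 it was 7536, with 3238 higher and 4298 lower. This balance depended on the processing. Of the probes changed at days 8 and 16, 57.4% and 53.5% were higher under quantile normalisation. These shares were 77.0% and 68.8% with normexp background correction, and 49.7% and 44.5% with arrays scaled to their 75th percentile. At day 30, 4474 probes were higher and 1920 lower, 6394 in all. The share that was higher, 70.0%, was 50.8% with arrays scaled to their 75th percentile. It was 72.5% under quantile normalisation and 91.8% with normexp background correction. Between days 16 and 30, 1605 probes changed, of which 1287 were higher at day 30 and 318 lower, and without replicate 2 of day 16 the count was 3043. Of the probes changed between these days 80.2% were higher at day 30. This share was 45.2% with arrays scaled to their 75th percentile, 79.4% under quantile normalisation and 90.4% with normexp background correction. It was 10.8% when each array was scaled to its total signal, an alternative chosen after seeing the data. The count over the time course moved most when each array was scaled to its spike-in probes, with the set of arrays that had brighter spike-ins as a block. That alternative was also chosen after seeing the data, and it gave 31790 probes.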

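Names of probes came from the annotation in the scanner's files and from a copy of Additional file 1 that holds the first 1179 of its 12038 probes, so that most probes had no name here. Among named genes whose arrays did not overlap between the time points compared, with each gene taken by its brightest tested probe, gpx1 had the largest rise at day 1, of 3.62 (standard error 0.40, adjusted p = 8.11e-07 from limma's test, higher in 5 of 5 arrays than in every array of time 0). The transcription factor gene hes5 was not well above background on any array of time 0, and 4 of 5 arrays of day 1 measured it. It was at least 1.66-fold higher at day 1, as the mean over all arrays of day 1 against the mean, over the arrays of time 0, of the higher of the lowest signal well above background and the probe's own. With normexp background correction its rise was 0.37 (adjusted p = 0.225 from limma's test over 4 and 5 arrays). A probe named glucose transporter 1 rose by 2.44 (adjusted p = 1.47e-05 from limma's test, 5 of 5 arrays above all of time 0), although only 2 of 4 arrays of time 0 measured it, and was at least 4.62-fold higher with the same lowest signal in place of lower values at time 0. These bounds hold for values relative to the array median, and with normexp background correction the rise of this probe was 0.95. With the same choice of probes, the largest falls at day 1 were those of dhrs3 (-2.53, adjusted p = 8.87e-05), plekhj1 (-2.33, adjusted p = 0.0118) and acyp2 (-2.19, adjusted p = 0.0350), each from limma's test and with 5 of 5 arrays below all of time 0. Replicate 4 of time 0 had 3.81 for plekhj1, and the other arrays of time 0 had between 5.87 and 6.18. With normexp background correction the falls of plekhj1 (-1.84, adjusted p = 0.0701) and acyp2 (-1.71, adjusted p = 0.135) did not pass the threshold in limma's test over 4 and 5 arrays. That of acyp2 did not pass under quantile normalisation either (-1.62, adjusted p = 0.100), nor without replicate 1 of day 1 (-1.49, adjusted p = 0.0789). The fall of acyp2 also did not pass in limma's test with the slide as a block (-2.12, adjusted p = 0.0619) or with only the time points compared (-2.19, adjusted p = 0.0807). A dimmer probe of myh2 fell further at day 1, by 2.71 (adjusted p = 8.85e-05 from limma's test, 5 of 5 arrays below all of time 0).

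At day 30, the largest rise was that of a probe that the scanner's files call only slow, of 4.60 (standard error 0.71, adjusted p = 1.35e-05 from limma's test, 5 of 5 arrays above all of time 0). A probe called only phosphoenolpyruvate was not well above background on any array of time 0 and was at least 8.70-fold higher at day 30 relative to the array median, where 5 of 5 arrays measured it. Its difference was 1.53 with normexp background correction. These words do not say which gene is meant. The rise of gpx1 at day 30 was 3.23. By the brightest probe of each gene, the largest falls were of a probe called only carnitine (-3.96, adjusted p = 1.18e-08), of mstnb (-3.93, adjusted p = 2.15e-05) and of pdk2 (-3.91, adjusted p = 3.02e-06), each from limma's test. The size of the fall of mstnb is uncertain, because only 1 of 5 arrays of day 30 measured it. With the lowest signal well above background in place of lower values at day 30, it was at least 8.86-fold lower relative to the array median, and with normexp background correction its difference was -1.22. For pdk2, which 4 of 5 arrays measured, the fall relative to the array median was at least 14.9-fold, but its difference was -2.47 before scaling and -2.04 with normexp background correction. In all 3 the 5 arrays of day 30 lay below every array of time 0. Dimmer probes of myh2 (-4.35, adjusted p = 2.51e-08) and cg057 (-4.27, adjusted p = 0.000159) fell further in limma's test, with 5 of 5 arrays below all of time 0.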

The unsupervised clustering, which is shown in Fig. 2 and is available using heat map file (Additional file 1) and Java treeview tool (https://sourceforge.net/projects/jtreeview/files/), resulted in the formation of four major gene clusters that displayed distinct temporal profiles: cluster I was composed of genes that initially were down-regulated after muscle crushing and afterwards exhibited expression increase at day 30 post-injury; cluster II contained genes that were transiently up-regulated between 1 and 16 days post-lesion; cluster III contained genes with a sustained induction from 8 to 30 days post-lesion; and cluster IV was composed of genes specifically overexpressed at 30 days post- injury.

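Each of the differentially expressed probes was given to the time course that its 5 means correlated with best. The time courses were written as numbers for time 0 and days 1, 8, 16 and 30, with 2, 1, 0, 0 and 1 for profile I, 0, 1, 1, 1 and 0 for profile II, 0, 0, 1, 1 and 1 for profile III, and 0, 0, 0, 0 and 1 for profile IV. Profile I took 5043 probes, profile II 1472, profile III 3968 and profile IV 1791. Scaling to the spike-in probes with their set as a block, chosen after seeing the data, gave 589, 3517, 26709 and 975 probes. Because probes were given to a profile by these time courses, the direction of most changes within a profile follows from the choice of probes, and the sizes do not.

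**Figure D2:**
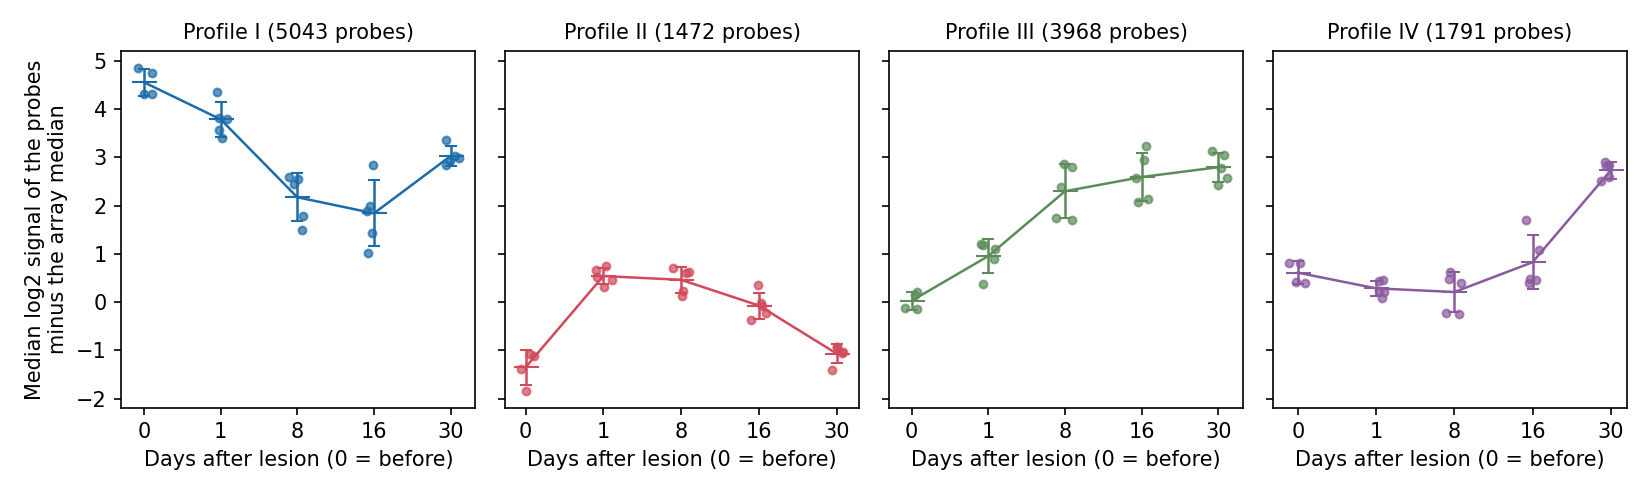
Median log2 signal of the probes of each profile, minus the array median, on each array by day after the lesion (day 0 is before it). Points are arrays, the line joins the means and bars are 1 SD; profile I is highest at time 0 and profile IV at day 30.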

**Fig. 2:**
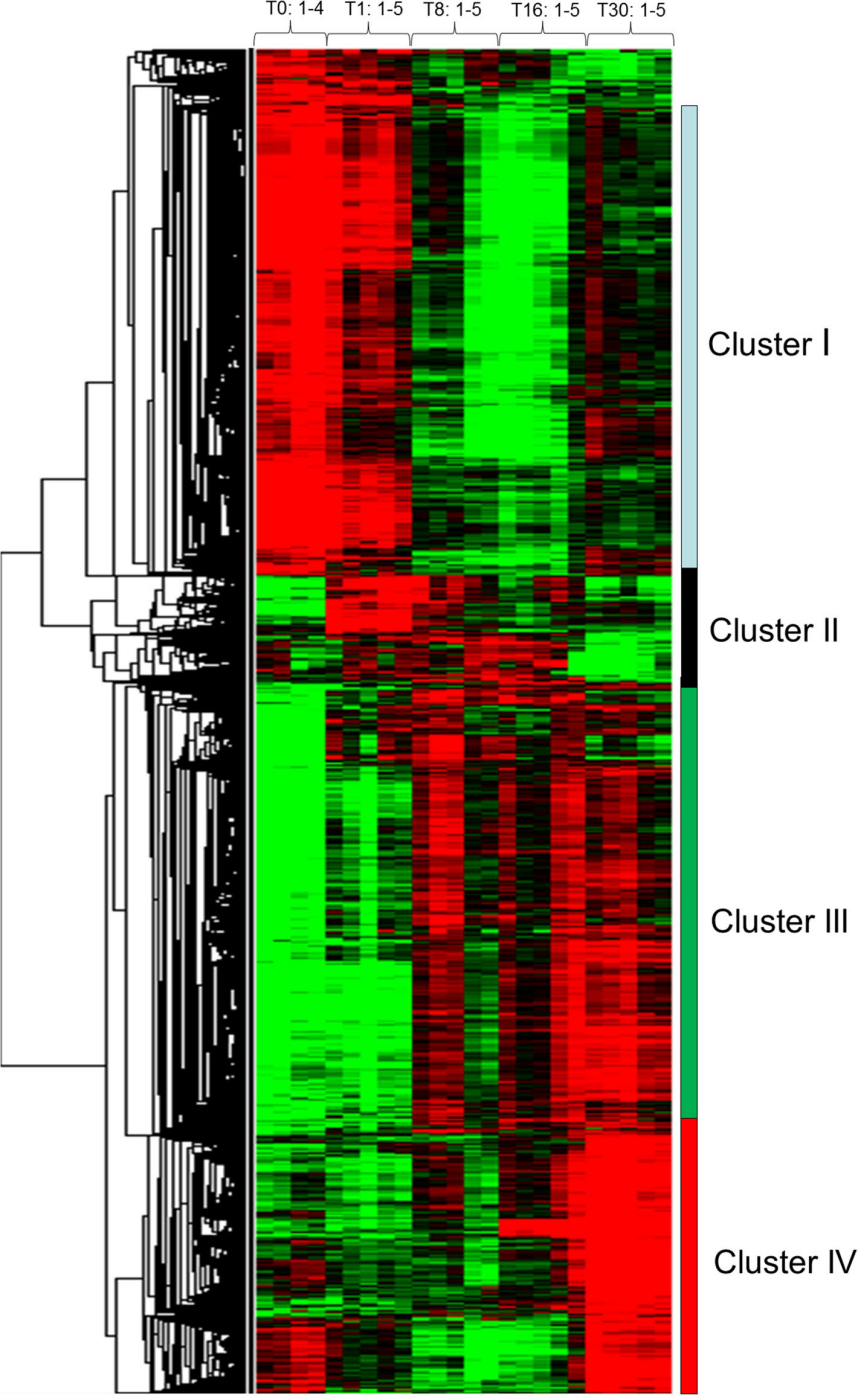
Hierarchical clustering of differentially expressed genes during muscle degeneration/regeneration. Unsupervised clustering of differentially expressed genes led to the formation of four distinct clusters (I, II, II and IV). Each row represents the temporal expression pattern of a single gene and each column corresponds to a single sample: columns 1 to 4, muscle sampled at time 0; columns 5 to 9, muscle sampled at day 1 after lesion; columns 10 to 14, muscle sampled at day 8 after lesion; columns 15 to 19, muscle sampled at day 16 after lesion; and columns 20 to 24, muscle sampled at 30 days after lesion. The expression levels are represented by coloured tags, with red representing the highest levels of expression and green representing the lowest levels of expression

### Genes down-regulated after muscle injury then up-regulated afterwards

Cluster I contained 2069 unique genes which expression decreased after muscle injury and then increased at day 30 post-injury when new myofibres were formed. 

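The median over the probes of profile I, relative to the array median, was 4.56 ± 0.29 (SD, n = 4) at time 0. It was 3.79 ± 0.36 at day 1, 2.17 ± 0.50 at day 8, 1.84 ± 0.69 at day 16 and 3.03 ± 0.20 at day 30 (SD, n = 5 each). From time 0 to day 16, 5042 of the probes decreased, 4914 of them with an adjusted p below 0.05 in limma's test, and the median probe fell by 2.50. Before scaling, the median probe of the profile fell by 0.32, and 490 probes fell by more than 2. From day 16 to day 30, 4564 probes increased, 3061 of them past the same threshold, with a median rise of 1.10. The size of this rise depended on the scaling. It was 0.73 with arrays scaled to their 75th percentile and 0.35 before scaling, where 3593 probes increased. Scaled to the total signal of each array, chosen after seeing the data, it was 0.28, with 3337 probes higher and 1706 lower. For 4553 probes the highest mean was that of time 0, and for 3684 the lowest was that of day 16.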

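At day 30 the signal was lower than at time 0 for 4791 probes of profile I (95.0%), and 4118 of them had an adjusted p below 0.05 in limma's test. The time course of profile I places day 30 below time 0, so that this share follows in large part from the choice of probes. In the k-means group nearest to profile I, the mean log2 value, minus its mean over the time points, was 1.53 at time 0 and -0.19 at day 30. This group was formed without that time course but picked by its correlation with it, so that it is not a separate test. Over the probes of the profile the median difference was -1.62, and 1810 probes fell by more than 2. The size of this difference depended on the scaling. Before scaling, 60.0% of the probes were lower at day 30 and the median difference was -0.18. Scaled to the total signal of each array the median difference was -0.50, and scaled to the spike-in probes with their set as a block it was -0.17, with 2982 probes lower and 2061 higher. Both scalings were chosen after seeing the data.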

Contrasting to genes found in clusters III and IV, expression of genes found in cluster I was lower at day 30 post-injury than that observed in controls (non-injured muscles). 1646 genes from cluster I were eligible for analysis using DAVID software tools and were subsequently used for functional analysis. 

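Of the genes of fast muscle fibres on a list written before the data were examined, 8 of 12 had a named probe. Their names came from the part of Additional file 1 used here. Of named genes past both thresholds (adjusted p, 4-fold) at day 30 against time 0 without overlap of arrays, 292 were lower and 8 higher. The naming thus favoured falling probes. All 8 fast muscle genes were in profile I, which follows in large part from this naming. Their change from time 0 to day 16 ran from -2.17 for the actin gene acta1 to -4.26 for the troponin gene tnnc2, and 5 of 5 arrays of day 16 lay below every array of time 0 in each. The brightest probe of each gene was used, and for 6 of the 8 it was above 18 on the unscaled log2 scale at time 0. These signals were 18.95 for mylpf, 18.55 for ckm, 18.54 for acta1, 18.50 for myh1, 18.34 for tnnt3 and 18.29 for myh2. The highest probe of an array lay between 18.78 and 19.05. An upper limit of the signal may hide part of a fall, although no spot was marked as saturated. This range of changes depends on the probes chosen. Dimmer probes of acta1 fell by up to 5.13, or 2.95 before scaling. Dimmer probes of mylpf fell by up to 4.13. The dimmest of them, at 4.28 at time 0 before scaling, fell by only 0.86 (adjusted p = 0.170 from limma's test) and rose by 1.32 before scaling. For tnnc2 the log2 signal relative to the array median was 12.15 ± 0.37 (SD, n = 4) at time 0 and 7.89 ± 1.33 (SD, n = 5) at day 16 (adjusted p = 1.21e-07 from limma's test), and before scaling it fell by 2.08. For acta1 the adjusted p was 9.90e-07 from limma's test, but its unscaled log2 signal was the same 18.54 at day 16. The sign of the change in acta1 reversed under quantile normalisation, to 0.18. Under that alternative mylpf (-0.068, adjusted p = 0.630) and ckm (-0.34, adjusted p = 0.0796) did not pass the threshold in limma's test over 4 arrays of time 0 and 5 of day 16. Neither mylpf (-0.16) nor acta1 (-0.0020) passed it under scaling to the spike-in probes with their set as a block, nor acta1 (-0.23) under scaling to the total signal, both chosen after seeing the data. The gene mrf4 also matched profile I best and was highest at day 1, with 2.02 ± 1.13 (SD, n = 5). It fell by 1.82 from time 0 to day 16 (standard error 0.41, adjusted p = 0.000742 from limma's test, 5 of 5 arrays below all of time 0). Scaled to the total signal or to the spike-in probes with their set as a block, both chosen after seeing the data, mrf4 rose by 0.13 and 0.35.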

Gene Ontology of cluster I using DAVID revealed a very high enrichment in functional categories related to the generation of precursor metabolites and energy (*P* < 1.1.10^−44^, 123 genes), oxidative phosphorylation (*P* < 3.10^−16^, 41 genes), glycolysis (*P* < 6.6.10^−15^, 27 genes), myofibrils (*P* < 1.1.10^−28^, 57 genes) and muscle organ development (*P* < 1.5.10^−13^, 58 genes) (for details, see Table 1 and Additional file 2 for lists of genes that formed the major functional categories of cluster I). Specifically, regarding muscle development, it was interesting to note that cluster I contained genes encoding essential myogenic factors such as *myod1a* and *myod1b* [10] (a phylogenetic tree including the three trout paralogs of MyoD can be found in Treebase repository, see availability of supporting data), *mrf4*, *six1*, *mef2A*, *mef2C* and *nfix.*

**Table 1:** Functional categories infered from genes contained in clusters I, II, III and IV

	GO term	Cell component	P-Value	GO term	Biological process	P-Value
Cluster I	GO: 0005739	mitochondrion	1.8E-39	GO: 0006091	generation of precursor metabolites and energy	1.1E-44
	GO: 0030016	myofibrils	1.1E-28	GO: 0006936	muscle contraction	1.3E-22
	GO: 0015629	actin cytoskeleton	1.5E-14	GO: 0006006	glucose metabolic process	2.8E-20
	GO: 0016529	sarcoplasmic reticulum	2.7E-9	GO: 0006119	oxidative phosphorylation	3.0E-16
				GO: 0006096	glycolysis	6.6E-15
				GO: 0007517	muscle organ development	4.3E-13
Cluster II	none			GO: 0051254	positive regulation of RNA metabolic process	1.9E-8
				GO: 0045893	positive regulation of transcription DNA-dependent	4.3E-8
				GO: 0009891	positive regulation of biosynthetic process	2.9E-7
				GO: 0001944	vasculature development	2.5E-6
				GO: 0048514	blood vessel morphogenesis	5.7E-6
				GO: 0006979	response to oxidative stress	2.5E-5
Cluster III	GO: 0005783	endoplasmic reticulum	7.5E-14	GO: 0030029	actin filament-based process	4.2E-10
	GO: 0005764	lysosome	7.7E-12	GO: 0016192	vesicule mediated transport	8.3E-10
	GO: 0012505	endomembrane system	8.9E-9	GO: 0065003	macromolecular complex assembly	1.7E-9
	GO: 0015629	actin cytoskeleton	2.8E-8	GO: 0005996	monosaccharide metabolic process	6.9E-9
	G0: 0030529	ribonucleoprotein complex	1.0E-5	GO: 0002443	leukocyte mediated immunity	2.1E-8
				GO: 0070271	protein complex biogenesis	4.1E-8
				GO: 0002252	immune effector process	3.3E-8
				GO: 0008219	cell death	1.1E-7
				GO: 0002449	lymphocyte mediated immunity	2.4E-7
				GO: 0000398	nuclear mRNA splicing via spliceosome	4.8E-7
				GO: 0006457	protein folding	1.4E-6
				GO: 0006952	defense response	4.3E-6
				GO: 0006260	DNA replication	2.2E-5
				GO: 0006935	chemotaxis	2.7E-5
				GO: 0009611	response to wounding	7.3E-5
Cluster IV	GO: 0031012	extracellular matrix	6.5E-15	GO: 0000278	mitotic cell cycle	2.8E-15
	GO: 0030017	sarcomere	5.1E-12	GO: 0048285	organelle fission	2.6E-13
	GO: 0030016	myofibril	2.8E-11	GO: 0000279	M-phase	2.1E-12
	GO: 0015629	actin cyskeleton	4.2E-9	GO: 0030198	extracellular matrix organisation	3.6E-8
	GO: 0005581	collagen	2.3E-8	GO: 0060415	muscle tissue morphogenesis	3.6E-8
	GO: 0000793	condensed chromosome	1.1E-7	GO:0007517	muscle organ development	8.1E-8
	GO: 0000776	kinetochore	2.7E-6	GO: 0007059	chromosome segregation	1.5E-7
				GO: 0007010	cytosleleton organization	2.9E-7
				GO: 0001568	blood vessel development	8.5E-6

### Genes up-regulated early and transiently after muscle injury

Cluster II included approximately 640 unique genes with early and transient induction between 1 to 16 days post-lesion. 

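Relative to the array median, the median over the probes of profile II was -1.35 ± 0.36 (SD, n = 4) at time 0. It was 0.54 ± 0.17 at day 1, 0.46 ± 0.27 at day 8, -0.07 ± 0.27 at day 16 and -1.07 ± 0.19 at day 30 (SD, n = 5 each). At day 30 replicate 1 had -1.39 and the other arrays had between -1.06 and -0.92. The mean was highest at day 1 for 682 probes, at day 8 for 585 and at day 16 for 170. Compared with time 0, 1318 probes were higher at day 1, 853 of them with an adjusted p below 0.05 in limma's test, and 1320 were higher at day 8, 881 of them past that threshold. From day 16 to day 30, 1284 probes decreased and 667 of these passed it. At day 30, 780 probes were higher than at time 0 and 692 were lower, with a median difference of 0.25. This difference was -0.077 with arrays scaled to their 75th percentile and -0.24 with normexp background correction. It was 0.36 with quantile normalisation and 1.69 before scaling. Under the scalings to total signal and to spike-in probes, chosen after seeing the data, it was 1.38 and 1.75.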

A DAVID analysis of 531 eligible genes indicated that cluster II was highly enriched in genes involved in the positive regulation of RNA metabolic processes (*P* < 1.9.10^−8^, 42 genes), vasculature development (*P* < 2.5.10^−6^, 25 genes) and response to oxidative stress (*P* < 2.5.10^−5^, 18 genes) (for details, see Table 1 and Additional file 3 for lists of genes that formed the major functional categories of cluster II). 

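Of the genes encoding transcription factors that bind to AP-1 sites, fos and fosb had a named probe and were tested, and the others are not analysed here. For fos the log2 signal relative to the array median was 3.34 ± 0.48 (SD, n = 4) at time 0 and 4.66 ± 0.54 (SD, n = 5) at day 1, a rise of 1.33 (standard error 0.26, adjusted p = 0.00112 from limma's test), and 5 of 5 arrays of day 1 lay above all of time 0. At day 16 it was 1.93 ± 0.24 (SD, n = 5), and it fell by 1.41 from time 0 (adjusted p = 9.39e-05 from limma's test, 5 of 5 arrays below all of time 0). The sign of the difference at day 16 reversed when arrays were scaled to the total signal (0.54) or to the spike-in probes with their set as a block (0.76), both chosen after seeing the data. The probe of fosb was not well above background on any array of time 0, and 4 of 5 arrays of day 1 measured it, at least 1.56-fold higher relative to the array median (adjusted p = 0.00204 from limma's test, 5 of 5 arrays above all of time 0). With normexp background correction the rise of fosb was 0.21 (adjusted p = 0.469 from limma's test over 4 and 5 arrays). Both genes were highest at day 1, and fos correlated best with profile I. The probe of fosb was well above background on 0 arrays of days 16 and 30 and on 1 of day 8, so that its best profile rests on values at background and is not given.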

Notably, cluster II was highly enriched for genes encoding basic leucine zipper transcription factors that bind to AP-1 DNA sites, including *ap-1/c-jun, junb, jdp2, c-fos, fosb, fra2, atf3, atf-like and atf-like3*.

### Genes with a sustained up-regulation from 8 to 30 days post-injury

Cluster III contained approximately 2300 unique genes up-regulated between 8 and 30 days post-lesion. 

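The median over the probes of profile III, relative to the array median, was 0.03 ± 0.18 (SD, n = 4) at time 0 and 0.96 ± 0.34 at day 1. It was 2.30 ± 0.56 at day 8, 2.59 ± 0.50 at day 16 and 2.80 ± 0.30 at day 30 (SD, n = 5 each from day 1). Compared with time 0, 3952 probes were higher at day 8 and 3578 of them had an adjusted p below 0.05 in limma's test, with a median rise of 2.11. At day 30, 3961 were higher and 3894 of them passed this threshold, with a median rise of 2.54. The mean was highest at day 30 for 2333 probes, at day 16 for 866 and at day 8 for 768. Between days 16 and 30 the median probe rose by 0.24, and the sign of this small difference reversed with arrays scaled to their 75th percentile (-0.12), with quantile normalisation (-0.11), and with the total signal (-0.58) or spike-in (-0.48) scalings chosen after seeing the data.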

A David analysis carried out on 1830 eligible genes indicated that this cluster was enriched in genes encoding components of the endoplasmic reticulum (*P* < 7.5.10^−14^, 182 genes) and genes involved in actin cytoskeletal rearrangements (*P* < 4.2.10^−10^, 62 genes), leukocyte-mediated immunity (*P* < 2.1.10^−8^, 30 genes), lymphocyte-mediated immunity (*P* < 2.4.10^−7^, 25 genes), immune effector processes (*P* < 3.3.10^−8^, 39 genes), defence responses (*P* < 4.3.10^−6^, 106 genes, notably including the pro-inflammatory cytokines *tnfa* and *il1b),* protein folding (*P* < 1.4.10^−6^, 43 genes) and DNA replication (*P* < 2.2.10^−5^, 42 genes) (for details see Table 1 and Additional file 4 for lists of genes that formed the major functional categories of cluster III).

### Genes up-regulated at 30 days post-injury

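Relative to the array median, the median over the probes of profile IV was 0.61 ± 0.24 (SD, n = 4) at time 0, 0.29 ± 0.16 at day 1, 0.21 ± 0.41 at day 8, 0.83 ± 0.56 at day 16 and 2.73 ± 0.18 at day 30 (SD, n = 5 each from day 1). At day 16 it was 1.70 in replicate 2 and at most 1.07 in the other arrays. For 1771 probes the highest mean was that of day 30. From day 16 to day 30, 1789 probes increased and 1580 of them had an adjusted p below 0.05 in limma's test, with a median rise of 1.78. The difference between day 8 and time 0 changed sign with the scaling. The median probe was -0.32 here and -0.27 under quantile normalisation, and it was 1.30 when arrays were scaled to the total signal, a scaling chosen after seeing the data.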

Cluster IV included more than 1420 unique genes specifically up-regulated 30 days post-lesion when new small muscle fibres were forming. 

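All 1791 probes of profile IV had a higher mean at day 30 than at time 0, and 1639 of them had an adjusted p below 0.05 in limma's test. This direction follows from the choice of probes, since the time course of profile IV places day 30 above all other time points. In the k-means group nearest to profile IV, the mean log2 value, minus its mean over the time points, was -0.28 at time 0 and 1.82 at day 30. This group was formed without that time course but picked by its correlation with it, so that it is not a separate test. Over the probes of the profile the median rise was 2.09, and 991 probes rose by more than 2. With arrays scaled to their 75th percentile the median rise was 1.76, with 1783 probes higher. With normexp background correction it was 1.66, with 1699 probes higher.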

At 30 days post-lesion, the expression levels of genes in cluster IV largely exceeded their expression levels found in non-injured muscle. The DAVID analysis of 1084 eligible genes showed that cluster IV was highly enriched in genes involved in the mitotic cell cycle (*P* < 2.8.10^−15^, 69 genes), organelle fission (*P* < 2.6.10^−13^, 49 genes) and chromosome segregation (*P* < 1.5.10^−7^, 21 genes) indicating that cell proliferation occurred only during late stages of muscle regeneration. Consistent with the production new muscle fibres observed 30 days post-lesion, cluster IV also comprised a large set of genes encoding sarcomeric proteins (*P* < 5.1.10^−12^, 30 genes including many actins, myosins, troponins and tropomyosins) and showed significant enrichment in functional categories related to muscle organ development (*P* < 8.1.10^−8^, 37 genes most notably *myod1c*, *myogenin*, *myf5*, *Tcf12* and *serum response factor*) and muscle morphogenesis (*P* < 3.6.10^−8^, 13 genes). 

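For myf5 the log2 signal relative to the array median was 3.11 ± 0.56 (SD, n = 4) at time 0 and 5.25 ± 0.41 (SD, n = 5) at day 30, a rise of 2.14 (standard error 0.47, adjusted p = 0.000683 from limma's test), and 5 of 5 arrays of day 30 lay above all of time 0. It matched profile IV best. The rise of myogenin over the same time was 1.00 (standard error 0.21, adjusted p = 0.000511 from limma's test, 5 of 5 arrays above all of time 0). The means of myogenin differed by at most 1.76 between time points, under the threshold of 2, so that it was not among the differentially expressed probes, although it also correlated best with profile IV. The genes myod1c, tcf12 and srf are not analysed here. The paper proposes that the presence of such genes in cluster IV goes with the production of new muscle fibres at this time.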

A high enrichment of genes related to extracellular matrix (*P* < 6.5.10^−15^, 67 genes including fibronectin, laminin chains, many collagens and proteoglycans) or involved in extracellular matrix organisation (*P* < 3.6.10^−8^, 25 genes) was found in cluster IV. 

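A collagen gene, col1a1, had a named probe, and its name came from the part of Additional file 1 used here. Of named genes past both thresholds (adjusted p, 4-fold) at day 30 against time 0 without overlap of arrays, 292 were lower and 8 higher. The naming thus favoured falling probes, and col1a1 does not speak for the collagens of cluster IV. The probe of col1a1 matched profile I best. Relative to the array median it was 13.40 ± 0.45 (SD, n = 4) at time 0 and 11.91 ± 0.23 (SD, n = 5) at day 30, a difference of -1.49 (standard error 0.27, adjusted p = 7.70e-05 from limma's test, 5 of 5 arrays below all of time 0). The probe was among the brightest of the arrays at every time point, and its unscaled log2 signal was 18.38 at time 0 and 18.32 at day 30. The highest probe of an array lay between 18.78 and 19.05. An upper limit of the signal may hide a change, although no spot was marked as saturated. Under quantile normalisation the sign of the difference reversed, to 0.077, and under scaling to the spike-in probes with their set as a block, chosen after seeing the data, it was -0.035.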

Finally, cluster IV was enriched in genes involved in blood vessel development (*P* < 8.5.10^−6^, 36 genes) (For details, see Table 1 and Additional file 5 for lists of genes that formed cluster IV functional categories).

### Regenerating muscle and hyperplastic growth zones share extensive common gene signature

In a previous study, using laser capture microdissection and microarray analysis, we identified 3580 unique genes overexpressed in superficial hyperplastic growth zones of the late trout embryo myotome [9]. To compare the transcriptional program of muscle regeneration and muscle hyperplasia signature, we first examined how the 3580 unique hyperplasia-correlated genes were expressed during the muscle regeneration process. We observed that most of these genes were up-regulated in regenerating muscle sampled 30 days post-injury (Fig. 3a), a stage which is concomitant with the formation of new myofibres (Fig. 1d). In line with this, a Venn diagram showed that the hyperplasia-correlated genes up-regulated in regenerating muscle were mainly within cluster III (which regrouped genes with a sustained up-regulation from 8 to 30 days post-injury) and cluster IV (which regrouped genes specifically up-regulated at 30 days post-lesion injury) (Fig. 3b). Thus, a large part of the transcriptional program underlying stratified muscle hyperplasia is reactivated during fish muscle regeneration, especially when regenerating myofibres are forming. Using a DAVID analysis, we found that the most enriched functional categories inferred from genes common to the muscle hyperplasia signature and to cluster III were related to nuclear mRNA splicing via the spliceosome (*P* < 6.1.10^−15^, 37 genes), DNA metabolic process (*P* < 1.5.10^−14^, 71 genes), DNA replication (*P* < 2.7.10^−13^, 39 genes), RNA processing (*P* < 2.2.10^−12^, 70 genes), RNP complex biogenesis (*P* < 2.7.10^−11^, 35 genes), protein folding (*P* < 1.4.10^−9^, 32 genes), macromolecular complex assembly (*P* < 2.2.10^−9^, 72 genes), and monosacharide metabolic process (*P* < 3.2.10^−7^, 32 genes) (Additional file 6). In contrast, the most enriched functional categories of the set of genes common to the muscle hyperplasia signature and to cluster IV were related to the mitotic cell cycle (*P* < 3.4.10^−26^, 52 genes), the M phase (*p* < 8.9.10^−26^, 49 genes), organelle fission (*p* < 1.4.10^−24^, 41 genes), chromosome segregation (*p* < 1.6.10^−13^, 19 genes), DNA metabolic processes (*P* < 7.2.10^−13^, 42 genes), muscle organ development (*P* < 2.10^−9^, 23 genes), muscle tissue morphogenesis (*P* < 4.1.10^−9^, 10 genes) and DNA replication (*P* < 5.2.10^−8^, 20 genes) (Additional file 7). On the other hand, the genes found in cluster III that were not up-regulated in hyperplastic growth zones displayed enrichment in functional categories related to vesicle-mediated transport, defence response, inflammatory response, response to wounding, cell death, the positive regulation of the immune system, and the regulation of cytokine production; by contrast genes found in cluster IV that were not overexpressed in hyperplastic growth zones showed enrichment in functional categories related to extracellular matrix organisation, cell adhesion, blood vessel development, the positive regulation of immune system processes and responses to wounding.

**Fig. 3:**
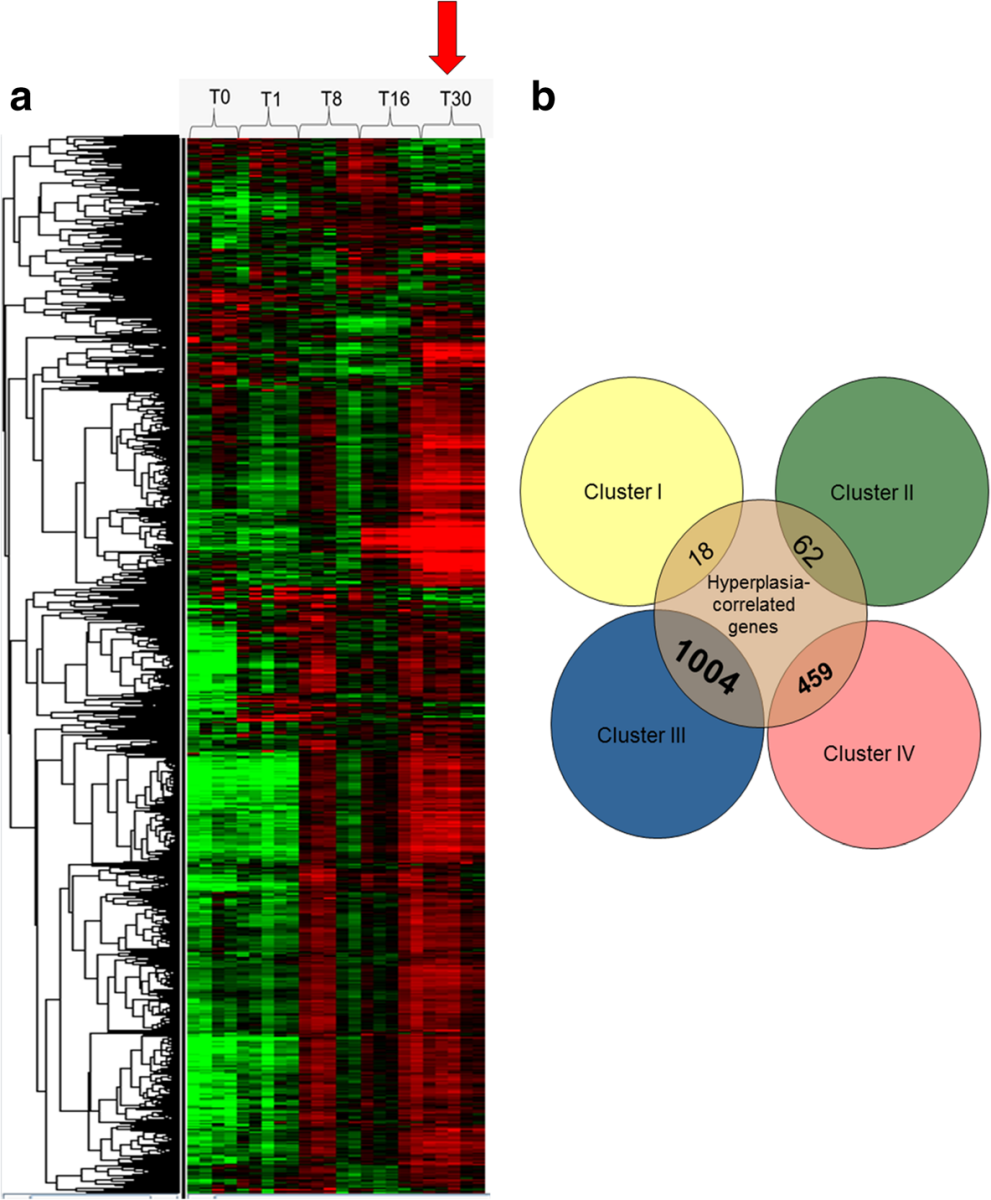
Hyperplasia-correlated genes are reactivated in regenerating muscle. **a** Supervised clustering of hyperplasia-correlated genes (as defined in [9]) during degeneration/regeneration of trout muscle: a large subset of the hyperplasia-correlated genes exhibits up-regulation during muscle regeneration, especially 30 days post-lesion (arrow), when new small myofibres are apparent. Each row represents the temporal expression pattern of a single gene and each column corresponds to a single sample, columns are as in Fig. 2. **b** Venn diagram representing the distribution of hyperplasia-correlated genes in clusters I, II, III and IV

In our previous study on the genes up-regulated in trout hyperplastic growth area, we notably focused our work on genes that were potentially involved in myogenic cell differentiation and fusion, identifying many candidate genes encoding transcriptional regulators (DNA-binding regulators and epigenetic factors), immunoglobulin (Ig) domain-containing membrane receptors and secreted factors [9]. 

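Relative to the array median, myf5 fell by 1.66 from time 0 to day 8 (adjusted p = 0.00576 from limma's test, 5 of 5 arrays below all of time 0) and rose by 2.85 from day 16 to day 30 (standard error 0.44, adjusted p = 9.44e-05 from limma's test, 5 of 5 arrays above all of day 16). The fall at day 8 had an adjusted p of 0.0748 with normexp background correction, and its sign reversed, to 0.085, when arrays were scaled to the spike-in probes with their set as a block. It was -0.049 under scaling to the total signal, and both scalings were chosen after seeing the data. The log2 signal of mrf4 was 1.35 ± 0.45 (SD, n = 4) at time 0 and 0.73 ± 0.33 (SD, n = 5) at day 30. Its difference at day 30 was -0.62 (standard error 0.41, adjusted p = 0.216 from limma's test), with 3 of 5 arrays below all of time 0, and did not pass the threshold. With arrays scaled to their 75th percentile it did, as a fall of -0.95 (adjusted p = 0.0467 from limma's test over 4 and 5 arrays). Before scaling mrf4 was 0.82 higher at day 30, and it was 0.50 and 0.84 higher under the scalings to total signal and to spike-in probes, chosen after seeing the data.

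**Figure D3:**
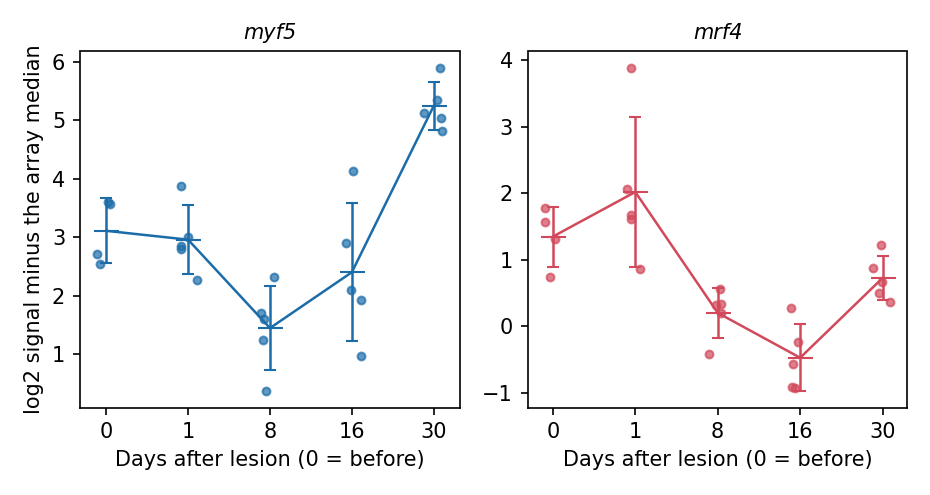
Log2 signal of myf5 and mrf4 minus the array median on each array by day after the lesion (day 0 is before it). Points are arrays, the line joins the means and bars are 1 SD; myf5 is highest at day 30, and mrf4 is below its level of time 0 at day 30 here but above it under the scalings to total signal and to spike-in probes.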

Among the genes encoding transcriptional regulators that were up-regulated during muscle regeneration and in hyperplastic growth zones, we found canonical myogenic genes such as *myod1b*, *myod1c*, *myf5, myogenin* and *mrf4*, several homeobox-containing transcriptional regulators (*hoxb5*, *lbx1*, *meis1*, *Hoxc3* and *lhx2*), Myc paralogues (*l-myc-1b*, *myc* and *myc-2*) and various transcriptional factors including *sox11*, *tcf12*, *tcf19*, *tbx2, fhl1, mafb*, *foxm1*, *interleukin enhancer-binding factor 2*, *foxp4, twist-related protein 2*, *prdm1*, and *Hes6* (Fig. 4a). We also found several genes encoding epigenetic transcriptional regulators of the protein arginine methyltransferase (PRMT) family, such as *prmt1, prmt3, prmt5* and *prmt6*, as well as histone-lysine N-methyl transferase *ezh2*, the SWI/SNF chromatin-remodelling enzymes *smarca4/brg1* and *smarca5*, and the histone-binding protein *rbbp4* and *polyhomeotic-like protein 2* (Fig. 4b). Among the genes encoding immunoglobulin superfamily cell surface proteins that were up-regulated in both hyperplastic area and regenerating muscle, we found the promyogenic cell surface receptors *ncam1*(*cd56*), *m-cadherin* (*cadherin 15*) and *n-cadherin* (*cadherin 2*), as well as *Kin of Irre3* and *jam2b*, which are both critical for myocyte fusion in zebrafish [11, 12] (Fig. 4c). We also found the Ig superfamily members *mcam* (*cd146*), *cd 166*, *cd276* and *cadherin 11*, as well as *receptor-type tyrosine-protein phosphatases delta* (Fig. 4c). Membrane-associated proteins that were up-regulated in both regenerating and hyperplastic myogenesis also included *cleft lip and palate transmembrane protein 1-like protein*, *cklf-like marvel transmembrane domain-containing protein 7, frizzled 1* and *frizzled 7*, and *hepatocyte growth factor receptor*. 

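Among the genes encoding secreted factors in Fig. 4d, galectin-3 (lgals3) and anterior gradient protein 2 (agr2) had a named probe, and the others are not analysed here. The log2 signal of lgals3 relative to the array median was 12.77 ± 0.51 (SD, n = 4) at time 0 and 11.35 ± 0.23 (SD, n = 5) at day 30, a difference of -1.42 (standard error 0.29, adjusted p = 0.000380 from limma's test, 5 of 5 arrays below all of time 0). Its unscaled log2 signal was 17.74 at time 0 and 17.77 at day 30, among the brightest probes of the arrays. The sign of the difference reversed under quantile normalisation (0.13) and under scaling to the spike-in probes with their set as a block (0.035), which was chosen after seeing the data, as was scaling to the total signal, where it was -0.29. For agr2 the difference at day 30 was -2.41 (standard error 0.66, adjusted p = 0.00436 from limma's test), with 4 of 5 arrays below all of time 0, and 2 of 5 arrays of day 30 measured it. With the lowest signal well above background in place of lower values it was at least 4.73-fold lower relative to the array median. The difference of agr2 at day 30 did not pass the threshold by another probe (-2.01, adjusted p = 0.0506 from limma's test). Nor did it under the scalings to total signal (-1.28) and to spike-in probes (-0.92), chosen after seeing the data. The means of agr2 correlated best with profile II and were highest at day 1, by 0.18 over time 0 (adjusted p = 0.889 from limma's test). Under the scalings to total signal and to spike-in probes they were highest at day 8. Other probes of both genes can be among those of Additional file 1 that were not used here. Both names came from the part that was used. Of named genes past both thresholds (adjusted p, 4-fold) at day 30 against time 0 without overlap of arrays, 292 were lower and 8 higher. The naming thus favoured falling probes.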

The local environmental factors up-regulated in hyperplastic area and during muscle regeneration included *follistatin a* and *wfikkn2*, which both inhibit myostatin activity, as well as *secreted frizzled-related protein 2*, the notch ligands *deltad* (*dld*) and *delta-like protein a* (*dla*), *hepatoma-derived growth factor* and *hepatoma-derived growth factor 2*, *interleukin 18, neurotrophin 4, fibroblast growth factor 10, stromal cell-derived factor-2-like protein 1, galectin-3, anterior gradient protein 2* (Fig. 4d). In addition, as the same Agilent-based microarray platform was used for the gene expression profiling of both regenerating muscle and hyperplastic growth zones, we reliably calculated that nearly 80 % (26/33) of distinct myofibrillar protein encoding genes (e.g. troponins, myosin chains, myosin binding proteins, tropomyosins, alpha actins) up-regulated in injured-muscle compared to non-injured muscle were also overexpressed in hyperplastic growth zones. In Fig. 4e is shown the expression, during muscle regeneration, of myofibrillar protein encoding genes up-regulated in both hyperplastic area and regenerating muscle. Taken together, all these data indicate that a large subset of the genes highly expressed in hyperplastic growth zones and predicted to be important for myotube formation was reactivated during regenerative myogenesis, this was especially the case at 30 days post-lesion, when new myofibres formed at the site of the lesion.

**Fig. 4:**
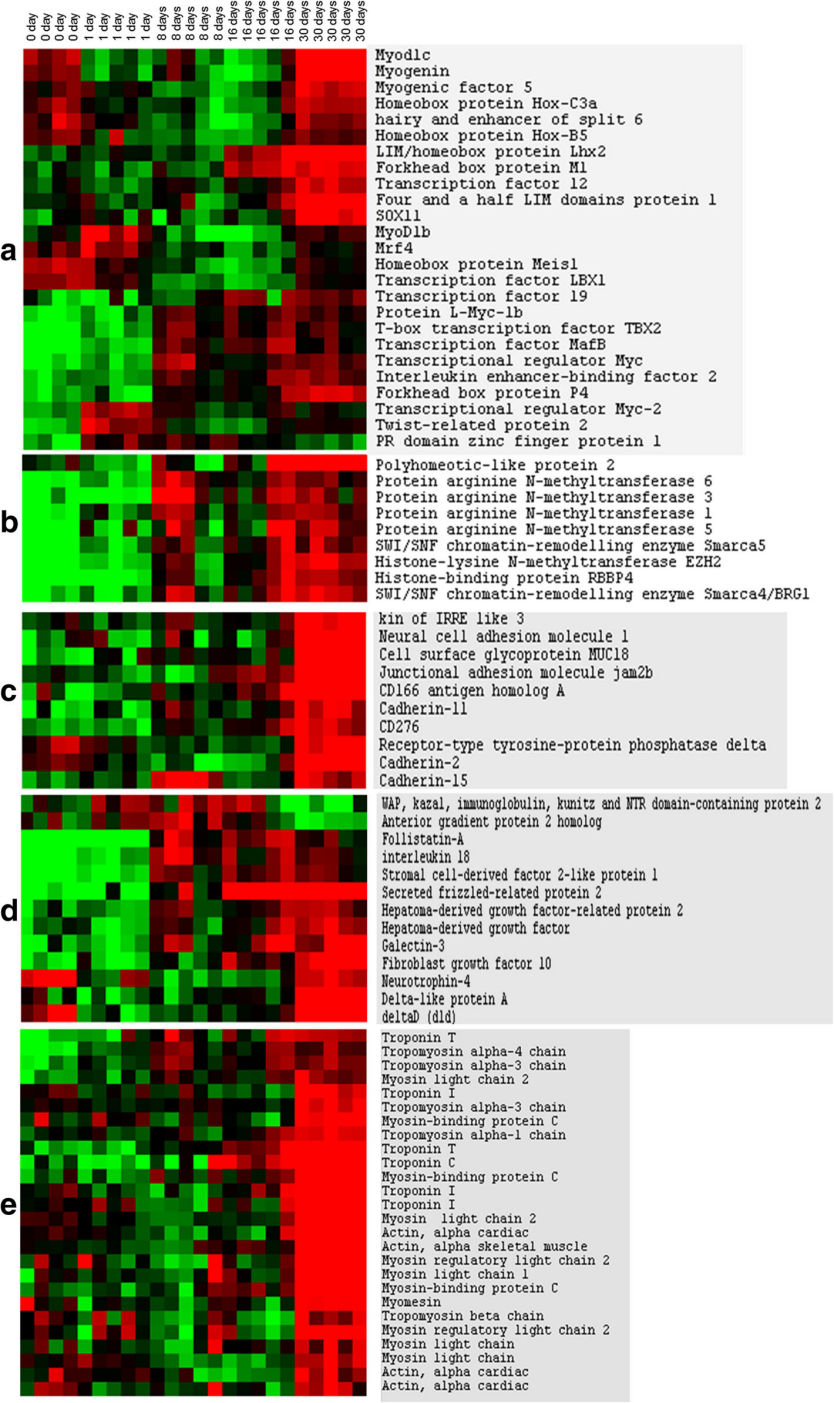
Supervised clustering of some hyperplasia-correlated genes (as defined in [9]) during degeneration/regeneration of trout muscle. **a** transcriptional regulators, **b** epigenetic transcriptional regulators, **c** immunoglobulin domain-containing membrane receptors, **d** secreted factors and **e** myofibrillar proteins. Few genes are present as multiple distinct copies resulting from paralogue retention following whole genome duplication event (WGD) that occurred at the base of the actinopterigyans or specific to the salmonid lineage. Columns are as in Fig. 2

### Validation of the microarray gene expression data

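The log2 signal of myod1a relative to the array median was 6.09 ± 0.27 (SD, n = 4) at time 0 and 7.26 ± 0.60 (SD, n = 5) at day 1. It was 4.15 ± 0.75 at day 8, 2.95 ± 1.19 at day 16 and 4.79 ± 0.46 at day 30 (SD, n = 5 each). The rise at day 1 was 1.17 (adjusted p = 0.115 from limma's test), with 5 of 5 arrays above all of time 0, and did not pass the threshold, although it did under several alternatives. The rise and its adjusted p from limma's test over the same 4 and 5 arrays were 1.26 and 0.0213 with the 75th percentile, 1.29 and 0.0103 with quantile normalisation, 1.54 and 0.0177 with normexp background correction, and 1.17 and 0.0466 with only the time points compared. With the scalings to total signal and to spike-in probes, chosen after seeing the data, they were 1.78 and 0.000174, and 1.78 and 0.00265. Replicate 1 had 8.29 at day 1 and 5.59 at day 30, apart from the other arrays of those days. The fall at day 16 was -3.14 (standard error 0.47, adjusted p = 6.05e-06 from limma's test, 5 of 5 arrays below all of time 0). The difference at day 30 was -1.30 (adjusted p = 0.0256 from limma's test, 5 of 5 arrays below all of time 0). Without replicate 4 of time 0 its adjusted p was 0.0643, and with normexp background correction the difference was -0.49 (adjusted p = 0.288 in the same test). It was -0.17 under scaling to the total signal, also chosen after seeing the data. Its sign reversed, to 0.12, under scaling to the spike-in probes with their set as a block, chosen after seeing the data.

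For myogenin the log2 signal was 1.90 ± 0.08 (SD, n = 4) at time 0, 1.20 ± 0.23 at day 1, 1.28 ± 0.18 at day 8, 1.13 ± 0.35 at day 16 and 2.90 ± 0.28 at day 30 (SD, n = 5 each from day 1). Replicate 3 of day 1 had 1.60 and the other arrays of that day had between 1.05 and 1.15. Relative to the array median, myogenin fell by 0.77 from time 0 to day 16 (adjusted p = 0.00471 from limma's test, 5 of 5 arrays below all of time 0), but with normexp background correction the difference was -0.048 (adjusted p = 0.813 in the same test), and it rose by 1.18 and 1.36 under the scalings to total signal and to spike-in probes, chosen after seeing the data. It rose by 1.76 from day 16 to day 30 (standard error 0.20, adjusted p = 2.29e-06 from limma's test, 5 of 5 arrays above all of day 16). The gene cadherin 15 and the real time PCR data are not analysed here.

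**Figure D4:**
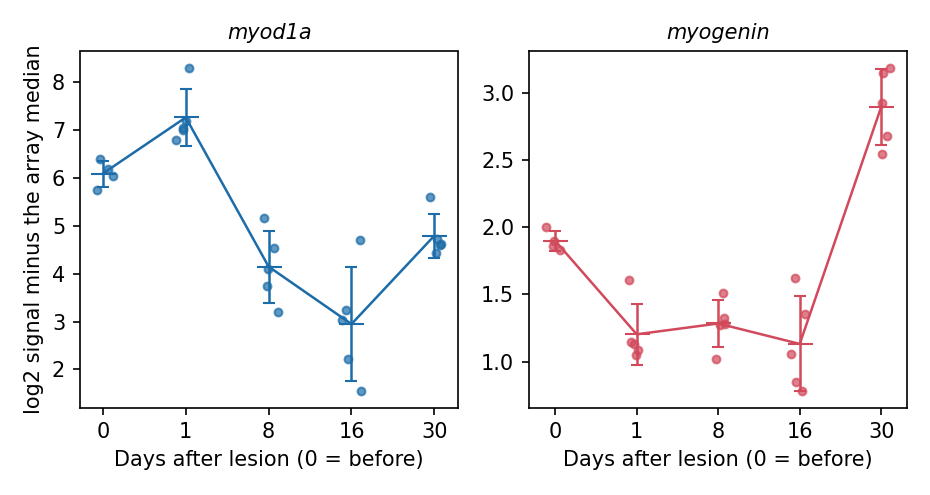
Log2 signal of myod1a and myogenin minus the array median on each array by day after the lesion (day 0 is before it). Points are arrays, the line joins the means and bars are 1 SD; myod1a is highest at day 1 and lowest at day 16, and myogenin is highest at day 30, while the level of myogenin at day 16 is above that of time 0 under the scalings to total signal and to spike-in probes.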

In order to confirm the significance of differential mRNA expression pattern observed in the microarray data, Real time PCR analysis was performed on selected genes (MyoD1a, myogenin and cadherin 15 (M-cadherin)) that exhibited distinct temporal profile during muscle regeneration. For the three genes tested, the temporal expression patterns revealed by microarray and real time PCR data were very similar (Additional file 8).

## Discussion

In this study, we explored the temporal changes in gene expression during trout muscle regeneration following mechanical wounding. Muscle regeneration has been rarely described in fish [5, 8], and virtually nothing is known regarding the genetic pathways that regulate regenerative myogenesis in this taxon. A striking feature of muscle regeneration is that muscle neofibres have not been observed in trout even 16 days post-lesion, whereas in mice, the damaged muscle is largely repaired by the same period [6, 7]. This is likely because the injured trout were maintained at a low temperature of approximately 7°C throughout the experimental period. As a result of the slowness of muscle repair in trout, regenerating myofibres were observed only in muscle sampled 30 days post-lesion. In line with this, functional categories related to myogenesis and myofibrillogenesis were found in the two clusters that contained genes that were up-regulated at 30 days during the regeneration process. The first cluster (cluster I) consisted of genes that first decreased in expression early after injury, reflecting the loss of muscle tissue caused by muscle crushes, and then increased at 30 days post-injury. This first cluster with a myogenic signature included genes encoding *mef2a* and *mef2c* which play essential roles in muscle differentiation during embryogenesis [13] and during muscle regeneration, as shown by the impairment of regenerative myogenesis in mouse resulting from the combined deletion of the *mef2* genes [7]. Interestingly, NFIX, which was also found in cluster I, has recently been shown to be required for the proper timing of muscle regeneration [14]. The second cluster (cluster IV) with a myogenic signature included genes for which the expression levels peaked only at 30 days post injury and largely exceeded their expression levels found in non-injured muscle. This cluster was highly enriched with genes involved in mitotic cell cycle, blood vessel development and extracellular matrix organization. The activation of myogenic and angiogenic programs has also been reported during exercise-induced contractile activity that leads to increased muscle mass in adult zebrafish [15]. However, genes that mediate immunity-related inflammatory processes and responses to wounding, which were concentrated in cluster III, are not activated in zebrafish hypertrophying muscle [15]. The specific inflammatory signature found in regenerating muscle is consistent with the extensive necrosis and the immune response that follow injury in vertebrates [16]. Interestingly, macrophages which are present throughout the entire regeneration process, not only have a role in the phagocytosis of damaged myofibres, but also exert effects on myogenic precursor cell proliferation (for a review see [16, 17]).

Remarkably, a large part of the genes that were up-regulated in the hyperplastic growth zones of the late embryo [9] were also strongly overexpressed in regenerating muscle sampled at 30 days post-injury, a stage at which new small myofibres were apparent. The finding of a large set of conserved genes in two forms of myogenesis suggests that this set is important for regulating post- embryonic myotube production. Among the genes that were up-regulated in both conditions were the canonical myogenic regulators (*myod*, *myf5*, *myogenin* and *mrf4*) which are indicative of satellite cell activity. In line with the overexpression of mrfs during trout muscle regeneration, it has been reported that *myf5* and *myod* are up-regulated in the regenerating muscle of zebrafish larvae [18]. Beside the canonical myogenic regulators, several transcriptional regulators with poorly documented functions in myogenesis were found; for example, we noted the up-regulation of genes encoding Sox proteins, myc paralogues and many homeodomain-containing transcriptional factors. Moreover, chromatin remodeling proteins including arginine N-methyltransferases (PRTMs) such as Prtm5, and SWI/SNF chromatin-remodelling enzymes such as Brg1/Smarca4, were up-regulated in the two forms of myogenesis. Prtm5 has a major role in controlling MRF expression and myogenesis [19], while Smarca4/Brg1 has been shown to maintain myogenic gene expression during skeletal myogenesis [20]. Notable, the proteins belonging to the Polycomb groups, which have been found to be highly expressed in hyperplastic growth zones [9], were not up-regulated during muscle regeneration. Taken together, our data suggest common and distinct epigenetic processes during muscle fibre hyperplasia and adult muscle regeneration. Many genes encoding Ig-domain-containing transmembrane proteins were also up-regulated in hyperplastic growth zones and regenerating muscle. Among these, we identified *Jam* receptor and *kin of Irre 3*, which are critical for cell fusion [11, 12], and many promyogenic cell surface receptors, such as M- and N- cadherin and NCAM, which influence cell-cell interactions during myoblast differentiation and fusion [21]. Interestingly, c-met was also up-regulated in the two forms of myogenesis. The proto-oncogene c-met, a tyrosine kinase receptor activated by hepatocyte growth factor, is involved in myoblast motility and myocyte fusion during adult skeletal muscle regeneration [22]. Among autocrine and/or paracrine factors up-regulated in hyperplastic areas and in regenerating muscle were found several regulators of the TGFβ/BMP signaling pathway such as *wfikkn2, follistatin* A and *gremlin-1*. Wfikkn2 and follistatin A both sequester myostatin, while Gremlin-1 exerts antagonistic interaction with BMP2 and BMP4. Also the common transcriptional signature included the secreted ligands *deltaD* and *delta-like protein A* that both regulate the Notch signaling on which depend satellite cell activation and adult muscle regeneration [23]. Sharp up-regulation of *sfrp2* (*secreted Frizzled-related protein 2*) was also observed in hyperplastic growth zones and during regenerative myogenesis, suggesting an active inhibition of the Wnt pathway in both situations. Although the functional significance of SFRP2 activity on myogenesis remains to be established, it is interesting to note that the up-regulation of this gene has also been reported in regenerating muscle in mice [24]. *hepatoma-derived growth factor* and *hepatoma-derived growth factor-related protein 2* were also up-regulated in the hyperplastic growth zones and during regenerative myogenesis. *hepatoma-derived growth factor* is a unique nuclear/growth factor that is involved in proliferation, differentiation and migration of various cell types and has been shown to be induced in the regenerating liver [25]. Finally, it is interesting to note that almost all myofibrillar protein encoding genes up-regulated in injured compared to non-injured muscle, were also found in the molecular signature of the hyperplastic growth zones. This further confirms the view that a large part of the transcriptional programs underlying muscle hyperplasia is reactivated in aged trout when new myofibres are transiently produced after muscle injury.

## Conclusion

In the present study, we used an Agilent-based microarray platform to carry out a time-course analysis of transcript expression during muscle regeneration in aged trout that no longer exhibit muscle hyperplasia. We identified more than 7000 unique differentially expressed transcripts that segregated into four major clusters with distinct temporal profiles and functional categories. We found that a large subset of these genes were also up-regulated in hyperplastic muscle growth zones. Notably, those genes potentially involved in differentiation and fusion of myogenic cells. The finding of a large set of conserved genes in two forms of myogenesis provides a valuable resource for further analysis of novel genes that are potentially involved in vertebrate muscle regeneration and myogenesis.

## Methods

### Animals and experimental design

Fish used in this study were reared and handled in strict accordance with French and European policies and guidelines of the INRA PEIMA Institutional Animal Care and Use Committee (B29-777-02), which specifically approved this study. Trout (*Oncorhynchus mykiss* (Walbaum) were reared in a freshwater tank (PEIMA-INRA, Sizun, France) under a natural photoperiod. The average water temperature was approximately 7 °C throughout the experimental period. Trout were 29 month old at the beginning of the experiment. Date of sampling, size and weight of the each individual female fish used in this study are reported in Additional file 9. Lesions were made in anaesthetised trout by repeatedly inserting and withdrawing a syringe needle (1.2 × 40 mm) into the trunk muscle, one centimetre beneath the dorsal fin. For sampling, the trout were killed by anaesthetic (2-phénoxyéthanol) overdose and decapitated. Lesioned site were easily locatable after injury by a lasting red colour probably resulting from blood cells infiltration. Entire blocks of fast muscle around to the site of the lesions were then excised for histological analysis and RNA extraction.

### Sample preparation and histological stains

Muscle tissues were fixed in Carnoy fixative solution for 24 h at 4°C, progressively dehydrated and embedded in paraffin. Transverse paraffin sections (10 μm thick) were stained with haematoxylin and eosin.

### Microarray slides

Microarray experiments were performed using an Agilent-based microarray platform with 8 × 60K probes per slide This platform (GEO platform record: GPL15840), which notably provides the sequence of all the oligonucleotides spotted on the slide with corresponding identifier, is based on a rainbow trout resource designed by Salem et al. [26] and was enriched with oligonucleotides designed using recent NGS data from trout (http://ngspipelines-sigenae.toulouse.inra.fr:9064/). The microarray gene annotations were reanalysed by Sigenae (Institut National de la Recherche Agronomique, Toulouse, France). Microarray data sets have been submitted to the GEO-NCBI with the accession number GSE77223.

### RNA labelling and hybridisation

Four distinct non injured trout and five distinct trout per time point post-injury were used for microarray experiments. RNA samples extracted using TRI Reagent (Sigma-Aldrich ref. T9424) were Cy3-labelled according to the manufacturer’s instructions. The labelled RNA was then fragmented in the appropriate buffer for 30 min at 60°C before dilution (v/v) in hybridisation buffer. Hybridisations were performed in a microarray hybridisation Oven overnight at 65°C, using Agilent 8x60K high-density oligonucleotide microarray slides. Following hybridisation, the slides were rinsed in gene expression wash buffers 1 and 2.

### Data acquisition and analysis

Hybridised slides were scanned with the Agilent DNA Microarray Scanner using the standard parameters for a gene expression 8x60K oligoarray (3μm and 20 bits). The data were extracted using the standard procedures contained in the Agilent Feature Extraction (FE) software version 10.7. In particular, following AGILENT instructions, a feature was validated when background substracted signal was greater than background standard deviation x2.6. 

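The deposited table gives a log2 value for each probe and array. On every array the difference between this value and the log2 intensity was 1 constant, within 0.01 for every probe compared, and the constant ran from -1.07 for replicate 5 of day 16 to 1.84 for replicate 4 of time 0. All 24 columns of the table had the median 6.36. With the values of this table in place of the scanner's, 12276 probes were differentially expressed.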

The arrays were normalised (scale normalisation) and log-transformed using GeneSpring software (version 12.6.1). An ANOVA analysis (Benjamini-Hochberg (BH) corrected pval < 0.05) and a >4-fold expression change in each of the ten possible comparison were used as the criteria for defining genes as differentially expressed during muscle regeneration. 

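With an ANOVA on the same values and the same thresholds in place of limma's moderated F test, 12027 probes were differentially expressed.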

For the clustering analysis, the data were median-centred and an average linkage clustering was carried out using CLUSTER software. 

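Average linkage clustering of the median-centred values, taken at 4 branches of at least 100 probes, gave branches of 5809, 5124, 841 and 500 probes. The mean time course of the first correlated best with profile III, that of the second with profile I and those of the other two with profile II, so that no branch stood for profile IV. The first branch was highest at day 30. The paper gives neither the distance nor the place of the cut in its tree, so that the missing branch does not speak against its cluster IV. A k-means clustering of the standardised means into 4 groups gave 4860 probes for profile I, 1209 for profile II, 4178 for profile III and 2027 for profile IV.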

The results were visualised using TREEVIEW [27]. GO enrichment analysis was performed using Database for annotation, Visualisation and integrated Discovery (DAVID) software tools [28, 29].

### Real-time PCR analysis

The expression of MyoD1a, myogenin and Cadherin 15 (M-cadherin) that exhibited distinct temporal expression pattern as revealed by microarray experiment, was analysed by qPCR using a real-time PCR kit incorporating a SYBR® Green fluorophore (Applied Biosystems). The relative abundance of target cDNA within the sample set was calculated from a serial dilution (1:1–1:256) (standard curve) of pool cDNA using StepOneTM Software V2.0.2 (Applied Biosystems). Subsequently, real-time PCR data were normalised by dividing the raw data by the eF1α gene expression value.

## Additional files

Additional file 1: Heat map file for Java treeview visualisation of unsupervised clustering of differentially expressed genes during regeneration. (CDT 3818 kb)

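This file lists the clustered probes in the order of the heat map, with the gene name of a probe where it has one and its value in each sample. All probes of the part used here are on the array, and 1094 of them have a gene name.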

Additional file 2: Major functional categories of cluster I and lists of genes that formed them.
Additional file 3: Major functional categories of cluster II and lists of genes that formed them.
Additional file 4: Major functional categories of cluster III and lists of genes that formed them.
Additional file 5: Major functional categories of cluster IV and lists of genes that formed them.
Additional file 6: Genes and functional categories common to regenerating (cluster III) myogenesis and muscle hyperplasia.
Additional file 7: Genes and functional categories common to regenerating (cluster IV) myogenesis and muscle hyperplasia.
Additional file 8: (A) Relative mRNA expression levels of selected genes during muscle regeneration obtained by microarray hybridisation (left) and Q-PCR (right). Bars indicate standard error of the mean. (B) Nucleotide sequences of the PCR primers used to assay gene expression by real-time quantitative PCR.
Additional file 9: Weight, size and date of sampling of the animals used in the study.

## Abbreviations

DAVID: Database for annotation, visualization and integrated discovery
DNA: DesoxyriboNucleic acid
GO: Gene ontology
NCBI: National Center for Biotechnology Information
RNA: RiboNucleic acid

How the deposited data were processed for this re-analysis (not part of the article)

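The data come from a single experiment with 1-colour arrays. Muscle was sampled from rainbow trout kept at 7 °C before a lesion (time 0, 4 trout) and 1, 8, 16 and 30 days after it (5 trout each), and each trout gave 1 of the 24 arrays. The age of the trout is 29 months in the paper and 24 months in the sample labels. The sampling dates in Additional file 9 place the samples called day 8 and day 16 at 7 and 15 days after those of time 0, and give another year for 2 of the trout of time 0. The paper's day numbers were used. The label of a trout of day 8 also carries the mark of day 1 in 1 of its fields. Its title, its description and Additional file 1 place it at day 8, and it was used as day 8.

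The authors deposited, for each array, the processed intensity of every spot as extracted by Agilent's Feature Extraction software, with the background subtracted and without normalization between arrays, together with the raw mean intensity and local background of the spot and marks for outlying, saturated and well measured spots. They also deposited a table of log2 values, which are the log2 of the processed intensity shifted by 1 constant per array so that every array has the same median. This was checked on all 24 columns, with a tolerance of 0.01 on the log2 scale, over 60176 to 60191 probes per array.

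Here, the log2 of the processed intensity was averaged over the spots of a probe (1462 probes had more than 1 spot). Control spots were left out, as were 233 spots over all arrays that the software marked as outliers. No spot used here was marked as saturated. The median over all 60195 probes was then subtracted on each array. A probe was tested where at least 0.5 of its spots were well above background on at least 4 arrays of at least 1 time point, which kept 51400 probes. The paper's text names scale normalisation and a limit of signal over background, and gives neither the scaling point nor the number of arrays that must pass the limit.

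Between 59.0% and 80.9% of the probes were well above background on the arrays of time 0, with a median of 66.3%. The medians were 76.4% at day 1, 87.0% at day 8, 91.8% at day 16 and 81.8% at day 30. Across probes, Pearson's r between arrays of a time point was between 0.925 and 0.981. Probes are not independent replicates. The number of arrays limits the precision.

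Time points were compared with limma (version 3.58.1 in R 4.3.3) in 1 fit over all 24 arrays, with a moderated F test over the 5 time points and a moderated test of each of 5 contrasts (days 1, 8, 16 and 30 against time 0, and day 30 against day 16). P-values were adjusted by the Benjamini-Hochberg method over the tested probes. A probe was called at an adjusted p below 0.05 and a difference beyond 2 on the log2 scale, which is the 4-fold threshold of the methods, between at least 1 of the 10 pairs of time points or in the contrast. Called probes were given to the cluster time course of the paper that their means correlated with best. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0 was used for reading, clustering (k-means with 20 starts) and exact tests, and matplotlib 3.10.9 for figures. The fit, the thresholds and the choice of profile were tested on simulated data in which 200 of 51210 probes without missing values were changed by 3 on the log2 scale. The simulated values had independent normal noise around the scaled mean of each probe. Scaling, background and effects over whole arrays were therefore not tested, and far fewer probes changed than were called in the data. Of these, 186 were recovered at day 1, 190 at day 8, 185 at day 16, 187 at day 30 and 193 between days 16 and 30, with 2, 2, 3, 6 and 2 false calls. Over the time course 193 were recovered, with 2 false calls, and all 193 were given to the right profile. The simulated changes followed the time courses of the profiles themselves, so that this count says little about probes with other time courses.

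The arrays lay on 3 slides and in 2 columns. The labelling spike-in probes split them into 12 brighter and 12 dimmer arrays, with a gap of 1.02 on the log2 scale. Every time point had arrays on each slide, in each column and in each of these sets. With the time points in the fit, at most 1 of the tested probes differed by slide, column or spike-in set at an adjusted p below 0.05 in limma's test of scaled values. The mean percent of probes well above background did differ by column, with 72.9% and 63.4% in columns 1 and 2 at time 0. It was 93.1% and 78.7% at day 16, but 80.6% and 82.0% at day 30. The probe filter and the counts of arrays that measured a gene rest on this mark.

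Probes were named by the scanner's files (59 probes), by RefSeq accessions (4 probes) and by the part of Additional file 1 used here, which holds 1179 of its 12038 probes and is the top of a clustered list. No overlap or enrichment was therefore computed from it. A name was taken only where the description of the probe is that of the gene meant. Of the 83 genes listed as named in the paper's results, 9 had a named probe. In this list and in the rule below, col1a1 is counted as named, although the results only mention collagens. The genes named in the text were chosen before the data were examined, by this rule: every gene that the paper names and that a probe could be matched to, by its brightest tested probe, then the 3 named genes, each by its brightest tested probe, with the largest rise and the 3 with the largest fall at day 1 and at day 30 among probes past both thresholds whose arrays do not overlap, and marker genes where a passage needs them. Scores over gene lists were planned for the functional categories of Additional files 2 to 7, for proliferation and for cell types. They were not run, because fewer than 80% of the genes of each list had a named probe: 66.7% of the fast muscle genes, 30.0% of the slow muscle genes, 16.7% of the erythrocyte genes, 12.5% of the adipocyte genes, 10.0% of the fibroblast genes, 5.56% of the proliferation genes and none of the macrophage and granulocyte genes. Of the genes in Additional files 2 to 7, 24.0%, 8.22%, 4.45%, 8.55%, 2.94% and 10.3% had a named probe.

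The alternatives chosen before the data were examined were scaling to the 75th percentile, quantile normalisation, normexp background correction with an offset of 50, no filter on dim probes, a filter to probes well above background on all arrays, the deposited table's values, an ANOVA, thresholds of 2-fold and of no fold change, fits with the replicate number, the fish number or the slide as a block, array weights, fits with only the time points compared, another time course for profile I, k-means and average linkage clustering, other probes of a gene, the mean over its probes, and leaving out each array in turn. Fits with the array column or the spike-in set as a block and scaling to the total signal or to the 3 brightest spike-in probes were added after seeing the data. The comparison with hyperplastic growth zones, the enrichment tests and the real time PCR are not analysed here.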

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

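All tests of explanations in this part were chosen after the results were seen.

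The ERCC control probes are controls that the paper does not report on. Their mean log2 signal before scaling was 2.32 ± 0.87 (SD, n = 4) at time 0, 2.90 at day 1, 4.05 at day 8, 4.26 ± 0.98 (SD, n = 5) at day 16 and 3.00 at day 30, and the level at day 16 was above that of time 0 (two-sided exact permutation test over 126 regroupings, p = 0.0476). The array column does not account for the rise, since it was 1.86 with the column in the fit. Background as read by the negative control probes does not account for it either, because these rose by only 0.28. They are all of the same type, so that unspecific binding to other probes was not measured and stays open. After the array median was taken off, the difference was -0.24, so that a rise shared with the array median may be the source. It was not shared by all dim probes, since the negative control probes hardly rose. At day 30 the ERCC probes lay further below the array median, at -3.38 ± 0.36 (SD, n = 5) against -2.63 ± 0.49 (SD, n = 4) at time 0. No biological explanation was tested.

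In 13 of 160 groups of arrays examined, which are the named genes and the profile medians at each time point, 1 array lay apart from the others, with a gap to the nearest array that was too large a share of the group's range (over 0.829 for 4 arrays and 0.71 for 5). The share of the range is given in brackets. Replicate 1 of day 1 had the highest myod1a (8.29, others 6.78 to 7.18; 0.736), and replicate 1 of day 30 had the highest myod1a of its day (5.59, others 4.42 to 4.71; 0.748). Replicate 3 of day 1 was highest for myogenin (1.60, others 1.05 to 1.15; 0.823), and replicate 1 of day 30 for tnnc2 (10.29, others 9.63 to 9.71; 0.890). For plekhj1, replicate 4 of time 0 was lowest (3.81, others 5.87 to 6.18; 0.870) and replicate 5 of day 30 was highest (4.98, others 2.30 to 2.77; 0.822). Replicate 1 of day 1 was lowest for acyp2 (2.55, others 5.47 to 6.59; 0.722). Of the probe called only slow, replicate 2 of day 8 had the most (3.20, others -1.80 to -1.14; 0.867), and replicate 2 of day 16 did too (0.95, others -0.93 to -0.42; 0.730). For mstnb, replicate 1 of time 0 (-0.79, others 0.43 to 0.64; 0.856) and replicate 5 of day 1 (-1.37, others -0.51 to -0.21; 0.737) were lowest. Replicate 2 of day 16 was highest for pdk2 (0.76, others -1.58 to -0.94; 0.727), and replicate 1 of day 30 was lowest in the median of profile II (-1.39, others -1.06 to -0.92; 0.712). These are values after scaling. Before it, 3 of the 13 arrays were still apart by the same limits, for plekhj1 at day 30 (0.725), acyp2 at day 1 (0.730) and the probe called only slow at day 8 (0.794), and the other 10 were not, so that the scaling to the array median enters into those.

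Chance sets an array apart in about 5% of such groups, and here it was 8.12% of them. Over all tested probes the share was between 2.91% and 6.65% by time point. Chance cannot be told apart from another source, since the groups share arrays and are not independent. An effect over a whole array cannot be told apart from one on single genes. No array set apart here was the odd one in more than 3.34% of all probes, but 5 of the 13 were the array most often apart at their time point. Among these, replicate 1 of day 1 accounts for that 3.34% out of 6.65%, and replicate 2 of day 16 for 2.66% out of 4.11%. The arrays come from different trout, and a difference between individuals stays open and was not tested. A second probe called only slow was also highest in replicate 2 of day 8 (0.52), so that a signal of that array beyond a single spot may lie behind this value, and chance over the groups examined (8.12%) stays open as well.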

How the results depend on the processing

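The alternatives were set before the data were examined, except the fits with the array column or the spike-in set as a block and the scalings to the total signal and to the spike-in probes, which were chosen after seeing the data. The counts of called probes kept within 1.5 times the values reported under the deposited table's values, the ANOVA, no filter on dim probes, quantile normalisation, the other time course for profile I, k-means, fits with only the time points compared, the slide, the array column and the spike-in set. Of the probes called over the time course, 11001 were also called with the 75th percentile, 9995 with quantile normalisation, 12269 with the deposited table and 8291 and 8145 under the scalings to total signal and spike-in probes.

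Scaled to the 75th percentile, profile II held 2719 probes and profile IV 1056. Normexp background correction, which raises all dim values by its offset of 50, gave 6214 probes over the time course, 619 at day 1, 2927 at day 8, 4218 at day 16, 3803 at day 30 and 574 between days 16 and 30, and profiles I, II and IV held 1462, 437 and 959. With only the 31681 probes well above background on all arrays, fewer were tested, and 8175 were called over the time course, 733 at day 1, 4065 at day 30 and 955 between days 16 and 30, with 490, 2269 and 1075 in profiles II, III and IV. With a 2-fold threshold, which admits smaller changes, the counts were 28694 over the time course, 4322 at day 1, 17950 at day 8, 18517 at day 16, 19635 at day 30 and 8862 between days 16 and 30, with 11744, 4286, 8245 and 4419 in profiles I to IV. With no fold threshold they were 31352, 5243, 22059, 22501, 24352 and 11802, with 12929, 4750, 8883 and 4790 in profiles I to IV. Array weights gave 3453 between days 16 and 30 and 2567 in profile II. In average linkage clustering, at the cut used here, no branch stood for profile IV, so that it held 0 probes. Scaled to the total signal, 27688 probes were called over the time course, 2556 at day 1, 17724 at day 8, 25228 at day 16, 12584 at day 30 and 3546 between days 16 and 30, with 832, 6266, 19741 and 849 in profiles I to IV. Scaled to the spike-in probes with their set as a block, these were 31790, 2429, 21588, 28864 and 16314 up to day 30, with 589, 3517, 26709 and 975 in the profiles. Apart from the thresholds, the filter and these scalings, whose construction shifts the counts, the cause was not tested.

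The scaling also moved the share of called probes that were higher. It was 45.96% at day 8, 43.0% at day 16, 70.0% at day 30 and 80.2% at day 30 against day 16. With the 75th percentile it was 50.8% at day 30 and 45.2% against day 16, and with quantile normalisation 57.4% at day 8 and 53.5% at day 16. Normexp gave 77.0%, 68.8%, 91.8% and 90.4% for the 4 comparisons, total signal 98.7%, 97.3%, 98.2% and 10.8%, and spike-in probes 99.2%, 98.3%, 99.3% and 19.9%. The median over all tested probes shifted by -0.15 at day 1, -0.12 at day 30 and 0.14 between days 16 and 30 with the array median, and by -0.45 at day 30 and -0.22 between days 16 and 30 with the 75th percentile. With quantile normalisation it shifted by -0.11 at day 1 and -0.10 at day 30, and with normexp by -0.12 at day 8, -0.11 at day 16 and 0.13 between days 16 and 30. Total signal scaling shifted it by 0.46, 1.60, 1.95 and 1.01 at days 1, 8, 16 and 30, and by -0.68 between days 16 and 30. Spike-in scaling shifted it by 0.40, 1.79, 2.14, 1.37 and -0.55 for the same comparisons.

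Leaving out each array in turn gave 11862 to 13276 probes over the time course, 1318 to 1636 at day 1, 6211 to 6885 at day 8, 7223 to 7946 at day 16, 5959 to 6970 at day 30 and 1237 to 3043 between days 16 and 30. Profile I held 4654 to 5622, II 1306 to 1904, III 3771 to 4204 and IV 1697 to 1970. The count between days 16 and 30 rose from 1605 to 3043 without replicate 2 of day 16.

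Of the values of named genes under the alternatives set before the data were examined, 417 kept their direction and their side of the threshold, 16 no longer passed it, 5 newly did and 3 reversed, and with each array left out 880 kept both and 8 no longer passed. Those 8 were of myod1a at day 30 (without replicates 3 or 4 of time 0 or replicate 3 of day 30, adjusted p up to 0.0643 in limma's test with -1.20) and of acyp2 at day 1 (without replicates 2, 3 or 4 of time 0 or replicates 1 or 5 of day 1, adjusted p up to 0.128 with -1.89). Among the alternatives added later, 122 kept both, 13 no longer passed, 2 newly did and 11 reversed. Quantile normalisation reversed col1a1 at day 30 (0.077), lgals3 at day 30 (0.13) and acta1 at day 16 (0.18), each by a probe among the brightest of the arrays. Total signal scaling reversed mrf4 at days 16 (0.13) and 30 (0.50), myogenin at day 16 (1.18) and fos at day 16 (0.54). Spike-in scaling with the set as a block reversed myod1a at day 30 (0.12), mrf4 at days 16 (0.35) and 30 (0.84), myogenin at day 16 (1.36), myf5 at day 8 (0.085), fos at day 16 (0.76) and lgals3 at day 30 (0.035). Beyond the shift of all probes that these scalings make by construction, the cause was not tested.

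The numbers in the labels do not pair the samples. Arrays of the same replicate number deviated from their time point means with correlations from -0.728 to 0.497 (median 0.056 over 46 pairs, 20 of them over 0.1). Pairs with the same fish number had a median of -0.103 over 32 pairs. With the replicate block, 12165 probes were called over the time course, 1421 at day 1, 6144 at day 8, 7419 at day 16, 6524 at day 30 and 1597 between days 16 and 30, and no call of a named gene changed. With the fish number as a block the count was 11664 over the time course, and the calls of myod1a at day 30 (-1.05, adjusted p = 0.0894 in limma's test over 4 and 5 arrays) and acyp2 at day 1 (-2.49, adjusted p = 0.0664 in the same test) changed, as did that of lgals3 over the time course, with a range of 1.996.

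Signal over background limits the values of time 0 most, where a median of 66.3% of the probes was well above background. The scores over lists of genes, proliferation and cell type markers included, were not run, because fewer than 80% of the genes of each list had a named probe.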

Differences from the paper's values

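No test of an explanation is reported in this part. The number of probes called over the time course lay within 1.5 times the paper's, where the paper's Additional file 1 has 12038 probes and 12274 were called here. So did the counts of the 4 profiles, once probes were turned into genes by the ratio of the paper's number of unique genes to these 12038 probes. As a share of all 4 clusters, profile IV held 14.6% of the probes here, and the paper's counts give 22.1% of genes, which is 1.51 times as much. Among the alternatives set before the data were examined, this share was within 1.5 times the paper's with normexp background correction, the 2-fold threshold, no fold threshold, the replicate or slide as a block, and k-means. It was not with the 75th percentile, quantile normalisation, either filter, the deposited table, the ANOVA, the fish number as a block, array weights, the other time course for profile I or average linkage. The differences below are of single genes, for which other probes can be among those of Additional file 1 that were not used here. The names of lgals3, agr2, fos and fosb came from the part that was used. Of named genes past both thresholds (adjusted p, 4-fold) at day 30 against time 0 without overlap of arrays, 292 were lower and 8 higher. The naming thus favoured falling probes.

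The paper lists galectin-3 and anterior gradient protein 2 among the factors that are up-regulated during regeneration. It does not name a day for either gene. The means of agr2 correlated best with profile II and were highest at day 1, by 0.18 over time 0 (adjusted p = 0.889 from limma's test). They were highest at day 8 under total signal scaling and under spike-in scaling with the set as a block, both chosen after seeing the values. The values that follow are those of day 30. Here lgals3 was lower at day 30 than at time 0, by -1.42 (adjusted p = 0.000380 from limma's test, lower in 5 of 5 arrays). The probe is among the brightest of the arrays, with an unscaled log2 signal of 17.74 at time 0 and 17.77 at day 30. The difference is thus that of the array medians. It was higher under quantile normalisation (0.13) and under spike-in scaling with the set as a block (0.035), which was chosen after seeing the values. The brightest probe of agr2 was lower at day 30 (-2.41, adjusted p = 0.00436 from limma's test, lower than all of time 0 in 4 of 5 arrays) and stayed below time 0 under every alternative, from -2.87 to -0.86. It did not pass the threshold in limma's test over 4 and 5 arrays under total signal scaling (-1.28, adjusted p = 0.163) or spike-in scaling with the set as a block (-0.92, adjusted p = 0.248), both chosen after seeing the values, nor by another probe of the gene (-2.01, adjusted p = 0.0506).

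The paper lists mrf4 among the genes up-regulated during regeneration, and also places it in cluster I, whose genes it describes as lower at day 30 than in controls. Here profile I was its best match except under the scalings to total signal and to spike-in probes, chosen after seeing the values, so that only the listing as up-regulated is set against the values. From day 16 to day 30 mrf4 rose by 1.20 (adjusted p = 0.0298 from limma's test, 5 of 5 arrays above all of day 16), with 0.38 to 1.38 and an adjusted p of up to 0.417 over the alternatives. It was highest at day 1 under every alternative, and at day 30 it was -0.62 from time 0 (adjusted p = 0.216 from limma's test, 3 of 5 arrays below all of time 0). With arrays scaled to their 75th percentile it passed the threshold as a fall, of -0.95 (adjusted p = 0.0467 from limma's test over 4 and 5 arrays). It was above time 0 at day 30 under total signal scaling (0.50) and spike-in scaling with the set as a block (0.84), both chosen after seeing the values.

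The paper places fos and fosb in cluster II. Here fos was highest at day 1, but its means correlated best with profile I. They correlated best with profile II under total signal scaling and under spike-in scaling with the set as a block, both chosen after seeing the values, where fos was not called, with a range of 1.93 and 1.90 between its means. For fosb no difference is claimed, since the probe was well above background on 0 arrays of time 0, day 16 and day 30 and on 1 of day 8, so that its match to profile I rests on values at background and on the scaling.

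The paper places myogenin in cluster IV. Here its means differed by at most 1.76 between time points, so that it did not pass the threshold of 2, and they correlated best with profile IV. It was called with best profile IV under the 2-fold threshold and under no fold threshold. It was also called under total signal scaling and under spike-in scaling with the set as a block, chosen after seeing the values, with profile III as the best.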

Other observations

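Of the tests in this part, all were chosen after the results were seen.

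Other divisions of the arrays into groups of the same sizes were counted, 100 for each comparison with the real division included. Only the real division, 1 of 100, gave as many called probes over the time course, and the same count of 1 held at day 1, at day 8, at day 16 and at day 30 against time 0, so that chance can be excluded for these counts. Between days 16 and 30, 2 of 100 gave as many, which also excludes chance at 0.05. The other one gave 1665 probes against 1603 for the real division, over 51210 probes without missing values. It exchanges replicate 2 of day 16 with replicate 5 of day 30 and follows neither slide, column nor spike-in set.

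The fall of profile I after the lesion depends in size on the scaling. The median probe of the profile fell by 0.32 from time 0 to day 16 before scaling, and scaling each array to its median may make up most of the fall of 2.50 after it. It is not the whole of the pattern, since 490 probes of the profile fell by more than 2 before any scaling. For the brightest probes an upper limit of the signal may hide part of a fall. Of 196 probes above 18 at time 0 on the unscaled log2 scale, 0 fell by more than 2 before scaling, a count of values and not of test calls, whereas 21 of 201 did between 17 and 18, 49 of 288 between 16 and 17, and 63 of 288 between 15 and 16. The highest probe of an array lay between 18.78 and 19.05.

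The array median rose by 2.18 from time 0 to day 16, the log2 of the total signal rose by 0.24, and the share of the signal on the brightest 1% of probes changed by -18.2 points. More labelled RNA on the arrays of day 16 with the spike-ins included is not what the spike-in probes that were bright at time 0 show. With the spike-in set in the fit, 7 of 10 spike-in probes changed by -0.024 to 0.20 only. Their level at time 0 was above the array median of day 16, which was 7.13. The other spike-in probes, below 5 at time 0, rose by 0.64 to 4.30. The largest of these rises was of a probe that went from 3.92 at time 0 to 8.25 at day 16, above that median. These rises were not looked into further. More labelled RNA of the sample relative to the spike-ins and a loss of a few abundant transcripts, which leaves more of the signal to all others, cannot be told apart by these values. The brightest 1% of probes held 72.5% of the signal at time 0. An upper limit of the signal, if there is one, may keep both the total and this share from following the amount of RNA. The design names the time after the lesion as the difference between these groups, and a loss of muscle transcripts at the site stays open as its biological side, untested beyond these values.

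Replicate 2 of day 16 lay toward day 30. On a line from the mean of the other arrays of day 16 to the mean of day 30, over 1000 probes picked without the array placed, the median position of this array was 0.514, where the others of day 16 lay between -0.09 and 0.26. An exchange with a sample of day 30 is not what the values show, because every array of day 30 lay at 0.883 or above. A wrong label on a sample of day 30 cannot be told apart from the other explanations left open here, since the array's 0.514 lies below all arrays of day 30, while its position over all probes, 0.824, lies among theirs (0.719 to 1.16). Intact muscle in the sample does not account for its profile IV median of 1.70, which is above every array of time 0 (at most 0.82) and the other arrays of day 16 (at most 1.07). Array column and spike-in set cannot be told apart from a trait of the trout, since 3 of 5 arrays of the same column and set at other time points deviated the same way, up to 0.363, and the other two did not. A trout further along in regeneration at this time point may be the source, and stays open as a hypothesis that was not tested.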
